# Gene expression profiling of intestinal regeneration in the sea cucumber

**DOI:** 10.1186/1471-2164-10-262

**Published:** 2009-06-08

**Authors:** Pablo A Ortiz-Pineda, Francisco Ramírez-Gómez, Judit Pérez-Ortiz, Sebastián González-Díaz, Francisco Santiago-De Jesús, Josue Hernández-Pasos, Cristina Del Valle-Avila, Carmencita Rojas-Cartagena, Edna C Suárez-Castillo, Karen Tossas, Ana T Méndez-Merced, José L Roig-López, Humberto Ortiz-Zuazaga, José E García-Arrarás

## Abstract

**Background:**

Among deuterostomes, the regenerative potential is maximally expressed in echinoderms, animals that can quickly replace most injured organs. In particular, sea cucumbers are excellent models for studying organ regeneration since they regenerate their digestive tract after evisceration. However, echinoderms have been sidelined in modern regeneration studies partially because of the lack of genome-wide profiling approaches afforded by modern genomic tools.

For the last decade, our laboratory has been using the sea cucumber *Holothuria glaberrima *to dissect the cellular and molecular events that allow for such amazing regenerative processes. We have already established an EST database obtained from cDNA libraries of normal and regenerating intestine at two different regeneration stages. This database now has over 7000 sequences.

**Results:**

In the present work we used a custom-made microchip from Agilent with 60-mer probes for these ESTs, to determine the gene expression profile during intestinal regeneration. Here we compared the expression profile of animals at three different intestinal regeneration stages (3-, 7- and 14-days post evisceration) against the profile from normal (uneviscerated) intestines. The number of differentially expressed probes ranged from 70% at p < 0.05 to 39% at p < 0.001. Clustering analyses show specific profiles of expression for early (first week) and late (second week) regeneration stages. We used semiquantitative reverse transcriptase polymerase chain reaction (RT-PCR) to validate the expression profile of fifteen microarray detected differentially expressed genes which resulted in over 86% concordance between both techniques. Most of the differentially expressed ESTs showed no clear similarity to sequences in the databases and might represent novel genes associated with regeneration. However, other ESTs were similar to genes known to be involved in regeneration-related processes, wound healing, cell proliferation, differentiation, morphological plasticity, cell survival, stress response, immune challenge, and neoplastic transformation. Among those that have been validated, cytoskeletal genes, such as *actins*, and developmental genes, such as *Wnt *and *Hox *genes, show interesting expression profiles during regeneration.

**Conclusion:**

Our findings set the base for future studies into the molecular basis of intestinal regeneration. Moreover, it advances the use of echinoderms in regenerative biology, animals that because of their amazing properties and their key evolutionary position, might provide important clues to the genetic basis of regenerative processes.

## Background

All living organisms exhibit, to some extent, regenerative properties that allow them to deal with environmental events, physical trauma or diseases. Regenerative capacities have been studied in terms of stem cell recruitment, cell dedifferentiation, proliferation and migration, provision of specific regulatory/trophic factors, and expression or re-expression of the developmental program in adult animals [1]. However, the molecular/genetic basis of regeneration remains obscure.

Central to regeneration studies is the choice of the model organism, since metazoan species can show large variability in their regenerative capacities. In general, the ability to replace complex body parts decreases as one moves from the basal to the more highly derived taxa. However, even within the same phylum, not all animals are able to regenerate body parts, and not all tissues within a body can be equally repaired [2,3]. One problem in elucidating the molecular basis of regeneration has been that organisms with high regenerative capacities do not lend themselves easily to traditional experimental genetics. Only recently has progress been made to make possible the use of some of these model systems to dissect the genetic basis of regeneration [4]. Among these, invertebrate systems such as Hydra and planaria, and vertebrates, such as ascidians and amphibian urodeles, have gained particular attention. Nonetheless, regeneration research remains underpopulated, and there are whole phyla of organisms, showing very interesting regenerative behaviors where little molecular research has been performed [5]

Among deuterostomes, the regenerative potential is maximally expressed in echinoderms, animals that can quickly replace most injured organs. In particular, sea cucumbers (holothurians) are excellent models for studying organ regeneration since they can regenerate many of their organs and appendages. Our laboratory has been using an echinoderm, *Holothuria glaberrima *as a model organism for the last decade to dissect the process of how the digestive tract regenerates once it is eliminated by auto-evisceration. We have shown that following evisceration the new intestine regenerates from the free end of the remaining mesentery [6]. Initially, the mesenterial tip thickens forming a continuous rod-like structure that extends from the esophagus to the cloaca. During the second regeneration week, luminal epithelial cells from the esophagus and from the cloaca migrate into this tube, forming the mucosal layer and giving rise to the intestinal lumen. We have performed extensive studies at the cellular level showing the involvement of cell division, dedifferentiation, and migration in the regeneration of the intestine [6-11] as well as of events associated with the remodeling of the extracellular matrix [12].

We have also used the sea cucumber to explore the role of the genes that allow for such extraordinary regenerative processes [13]. Our approach has been to focus on target genes that have been associated with regenerative processes or identified in the regenerating tissues [14,15]. Similar gene by gene approaches have been used to study regeneration processes in other echinoderms, particularly in brittle stars and crinoids [16-20]. However, the regenerative capacities of the echinoderms have yet to be explored systematically using a large number of molecular tools [21]. In fact, one of the reasons that echinoderms have been sidelined in modern regeneration studies is the lack of genome-wide profiling approaches afforded by modern genomics [21]

We have now overcome this problem by determining the profile of gene activity during intestinal regeneration in *H. glaberrima *using microarray technology. For this, microarray slides were made using over 7000 ESTs that we previously identified from normal and regenerating intestine cDNA libraries [13]. Here we compare the gene expression profile of animals at 3, 7 and 14 days of regeneration, following the evisceration process typical of these organisms. Results show a large number of differentially expressed genes associated with intestinal regeneration. Some of these genes are homologues to metazoan genes associated with regenerative processes while many others might be novel sequences with little or no similarities to sequences in the databanks. To explore our results, we have focused on those sequences that are differentially expressed during early intestinal regeneration and that are associated with events previously shown to occur at the cellular level, namely developmental processes, cytoskeletal transformations and extracellular matrix remodeling. Our results make available the first overview of gene expression patterns in the regenerating intestine. More importantly, our results provide the basis for molecular studies aimed at exploring the molecular basis of regeneration in a group of animals that because of their remarkable properties and their key evolutionary position will provide important clues to the genetic basis of regenerative processes.

## Results

### Technical Analyses

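Intestinal RNA was compared on 16 arrays, printed on 2 slides of 8 arrays each, and every array held a pair of RNA pools labelled with Cy3 and Cy5. Each pool came from 3 animals. Regenerating intestine was taken at 3, 7 or 14 days after evisceration with 0.35 M KCl, and normal intestine came from uneviscerated animals. A further group received 1 mg of LPS, a bacterial wall component that activates immune cells, in 0.5 mL of sea water, and its intestines were taken after 48 h. Normal intestine was set against 3-dpe intestine on 2 arrays, against 7-dpe intestine on 3 and against LPS intestine on 3. The comparisons of 7 with 3 dpe, 14 with 7 dpe, 3 dpe with LPS and 7 dpe with LPS had 2 arrays each. None of these arrays set 14-dpe intestine directly against normal intestine, so that comparison was estimated through 7 dpe. For each spot the authors deposited scanned intensities with their local background, together with log10 ratios of processed signals, as given by the scanner software Feature Extraction. The scanned intensities were corrected for background here with the normexp method and an offset of 50, normalized by global loess within each array and by Aquantile between arrays, and turned into log2 ratios. A linear model in limma with 1 coefficient per group against normal intestine was fitted to 15 columns, because the array labelled a technical repeat of the LPS comparison was averaged with its partner of the same dye orientation. The fit left 11 residual degrees of freedom, and the p-values of limma's moderated test were adjusted by the Benjamini-Hochberg method over 15208 non-control probes. A probe was counted as changed at an adjusted p under 0.01. The median signal was 42.9 to 93.2 times its local background in Cy3 and 52.9 to 147 times in Cy5.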

Technical analysis showed that the microarrays performed as expected. 

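Each array carried 15744 spots, of which 459 were positive and 77 negative controls. The positive controls included 200 spots of 10 spike-in transcripts, which are added to the labelling reactions in known Cy5 to Cy3 ratios. Feature Extraction regressed the observed log ratios of the spike-ins on the expected ones for each of the 16 arrays. The slope lay between 0.920 and 1.06 with a median of 0.958, and the intercept between -0.408 and 0.270. The correlation of observed with expected log ratios ran from 0.954 to 0.996 over the arrays. Over the arrays, the mean log10 ratios of the 10 spike-ins ran from -0.967 to 0.953, with SDs of 0.163 to 0.236. Within an array the 20 spots of a spike-in varied less, with a median SD of 0.00889 for the least variable spike-in and 0.0163 for the most variable.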

First, the intensities of the 536 internal controls of the Agilent array perfectly matched the expected ones as shown in the regression model [see additional file 1]. Second, no significant variation was observed between raw data and normalized MA plots [Additional file 2], which means that there was no significant dye bias. 

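Before normalization, the median log2 ratio of Cy5 to Cy3 was above 0 on every array, from 0.25 to 1.76 with a median of 0.93. The ratio grew with brightness, from a median over arrays of 0.46 in the dimmest to 1.36 in the brightest of 3 equal groups of probes on each array. After loess it lay between -0.01 and 0.03. The normalization moved the log2 ratios of an array by a root mean square of 1.95 at most, with a median of 1.08 over arrays, and the correlation across probes of the ratios before and after it was 0.660 to 0.973, where probes are not independent replicates. A gene-specific dye effect, fitted as an extra intercept, remained in 503 probes, or 3.31% of those tested, of which 215 were brighter in Cy5 and 288 in Cy3. Its size among these probes had a median of 0.37 on the log2 scale and at most 0.84, and its SD over all probes was 0.18 against 1.40 for the change from normal to 3-dpe intestine. The dye effect depended on the within-array normalization and on single arrays. It reached 6637 probes with median centring in place of loess, and 0 probes without replicate 2 of 7 dpe against normal intestine, where limma called 4169 at an unadjusted p under 0.05.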

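Dye-swapped arrays of different animal pools were compared by the correlation of their log2 ratios across probes, which are not independent replicates. The ratios were turned so that both arrays of a pair read in the same direction. Pearson's r was 0.919 for 7 dpe against LPS, 0.906 for 7 dpe against normal intestine, 0.906 for 3 dpe against LPS and 0.855 for 3 dpe against normal intestine. It was 0.641 for 14 against 7 dpe, 0.460 for 7 against 3 dpe and 0.248 for LPS against normal intestine. An r is also lower where the ratios themselves are small. The SD over probes of the difference between replicates 1 and 2 was lowest for LPS against normal intestine (0.48) and highest for 3 dpe against normal intestine (0.81). The median r over the 7 comparisons was 0.855 (SD 0.265), and Spearman's rho had a median of 0.803. Of the probes that changed at least 2-fold on replicate 1, the share with the same sign on replicate 2 was 67.9% for LPS against normal intestine, 76.3% for 7 against 3 dpe, 88.0% for 14 against 7 dpe, 93.8% for 3 dpe and 97.9% for 7 dpe against normal intestine, and 96.9% for 3 dpe and 98.0% for 7 dpe against LPS. The technical repeat of the LPS comparison had an r of 0.170 with its partner array and of 0.0534 with the dye-swapped array. Leaving out 1 array at a time moved the median r between 0.748 and 0.880.

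**Figure D1:**
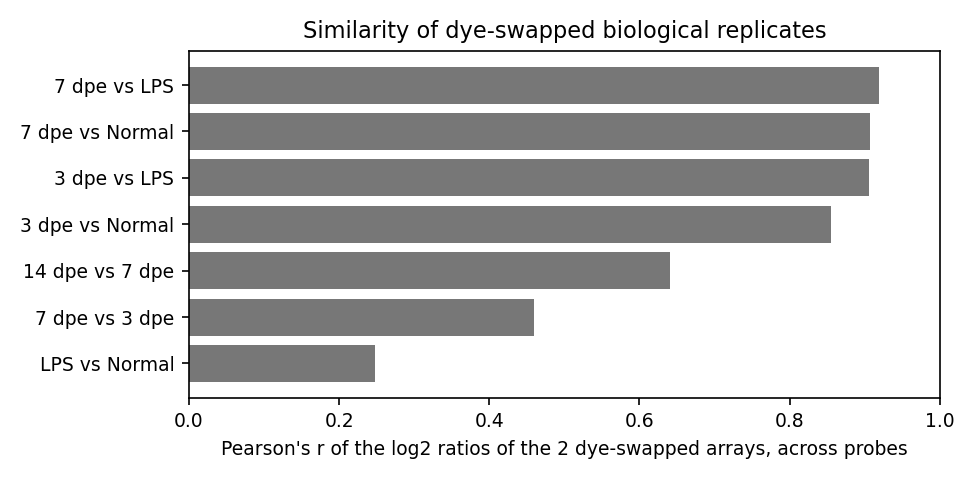
Pearson's r, across probes, of the log2 ratios of replicates 1 and 2 of each comparison, which carry the dyes in opposite orientation and come from different animal pools. The bars run from 0.248 for LPS against normal intestine to 0.919 for 7 dpe against LPS. An r is lower where the ratios are small, so the bars do not rank the size of the disagreement between arrays.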

Third, dye swap results showed extremely high similarity in their labeling pattern [additional file 3]. Since the dye swaps were made with different animal samples (biological dye-swaps), this implies that not only did dyes produced similar results, but that results from animals at the same regeneration stage were equivalent. Fourth, analyses of genes spotted in duplicate within the same array (technical replicates) showed almost identical fold changes, evidencing the strong reproducibility of our data.

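The 15208 non-control probes held 10394 distinct 60-mers, and 3031 of these sequences were present on more than 1 probe. For each such sequence a pair of probes was compared. Across these pairs, which are not independent replicates, Pearson's r of the log2 ratios had a median of 0.993 over the 16 arrays and was lowest, at 0.954, on replicate 2 of LPS against normal intestine. In the fitted values the r was 0.984 to 0.998 over the 6 comparisons. For 3 dpe against normal intestine the probes of a pair differed by a median of 0.05 on the log2 scale, against 1.05 for pairs drawn at random. Of the 1787 pairs whose first probe changed at 3 dpe, the second probe changed in 1723 (96.4%), and no pair was called in opposite directions. Spearman's rho on the arrays had a median of 0.979.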

### Gene expression profiles

#### A. Venn Diagrams

Microarray results showed dramatic differences in gene expression between regenerating and normal intestine and also among animals at different regeneration stages. Of the 14352 *H. glaberrima *probes in our microarray, 5915 showed similar expression in all groups, including normal (uneviscerated) and 3-, 7- and 14-days post-evisceration (dpe) regenerating intestines.

Most of the differential expression was observed when normal and regenerating intestines were compared. 

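Against normal intestine, 8952 of the 15208 probes (58.9%) changed at 3 dpe, 7817 (51.4%) at 7 dpe and 2435 (16.0%) at 14 dpe. Rises and falls were close in number at 3 dpe, with 4546 probes higher and 4406 lower, and at 7 dpe, with 3862 higher and 3955 lower. At 14 dpe 1123 probes were higher and 1312 lower. The median standard error of the log2 ratio was 0.16 at 3 dpe, 0.14 at 7 dpe and 0.27 at 14 dpe, which rests on 2 arrays that also pass through 7 dpe. The number at 14 dpe depended on each of these arrays, and was 998 without replicate 2 of 14 against 7 dpe and 1555 without replicate 1, as probes changed at 14 dpe against Normal. The choice that moved the number at 3 dpe most was to skip the normalization within arrays, which left 1366 probes. The paper states that most of the differential expression lay between normal and regenerating intestine.

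**Figure D2:**
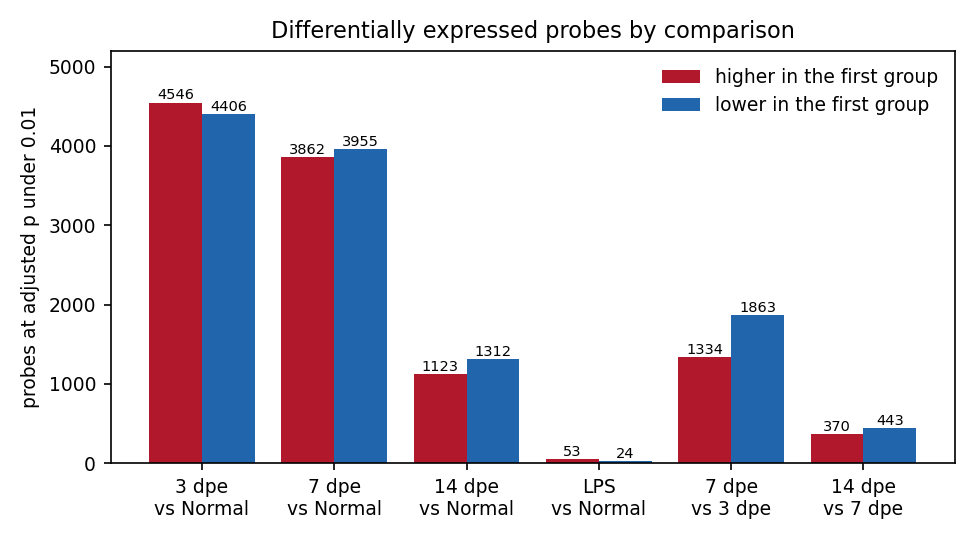
Number of probes, on a linear axis from 0, at an adjusted p under 0.01 from limma in each comparison, with red bars for probes higher and blue bars for probes lower in the first group named. The bars for 3 dpe against normal intestine, 4546 and 4406 probes, are the tallest of their colours, and those for LPS, 53 and 24, the shortest.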

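Of the 15208 non-control probes, 10121 (66.6%) changed against normal intestine in at least 1 regenerating stage and 5087 did not. The 3 estimates share the fitted normal reference and are correlated even for probes that do not change, so the overlap was also simulated for unchanged probes. The fitted log2 ratios of 3 and 7 dpe had an r of 0.918 across probes, which are not independent replicates, against 0.459 in the simulation. For 7 and 14 dpe it was 0.846 against 0.541, and for 3 and 14 dpe 0.813 against 0.239. Changed at both 3 and 7 dpe were 6760 probes, of which 6708 changed in the same direction.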

A large number of probes, 8437 (aprox 58%) showed differential expression at a significance level of p < 0.01 (Figure 1). As expected, the number of differentially expressed spots at p < 0.05 was larger (73%) but even at p < 0.001 a significant number of genes (39%) still were found to be differentially expressed (Figure 2). 

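With the adjusted p under 0.05, 11586 probes (76.2%) changed in at least 1 regenerating stage, and with it under 0.001, 8183 probes (53.8%). At these 2 thresholds the numbers were 10389 and 7218 at 3 dpe, 9359 and 5834 at 7 dpe, and 3928 and 1155 at 14 dpe. Requiring a change of at least 2-fold besides an adjusted p under 0.01 left 5230 probes at 3 dpe, 3496 at 7 dpe and 1968 at 14 dpe. Of the probes changed at 3 dpe at 0.01, 97.5% were well above background in at least 1 channel of both groups. Another 165 were dim in 3-dpe intestine alone and 56 in normal intestine alone.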

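Between 7 and 3 dpe 3197 probes (21.0%) changed, with 1334 higher and 1863 lower at 7 dpe. Between 14 and 7 dpe 813 probes (5.35%) changed, with 370 higher and 443 lower at 14 dpe, and leaving out replicate 1 of that comparison gave 337. At least 2-fold changes numbered 1188 and 672. With 1 coefficient for each comparison in limma, the estimate rests on the 2 direct arrays and the spread is pooled over all arrays. This gave 685 changed probes for 7 against 3 dpe and 557 for 14 against 7 dpe.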

Differential gene expression was also observed when comparisons were made among regenerating stages. 

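The probes were divided by the stages in which they changed against normal intestine. At 3 dpe alone 2134 probes changed, at both 3 and 7 dpe but not at 14 dpe 4615, and in all 3 stages 2145. Of the probes changed in all stages, 2123 changed in the same direction throughout. Few probes changed at 3 and 14 dpe without 7 dpe (58) or at 7 and 14 dpe without 3 dpe (120). Both numbers moved with the processing, to 18 and 41 with median centring and to 85 and 140 with a dye term for each slide. A probe called in 1 stage and not in another is not shown to differ between them, and the number called at 14 dpe rests on a larger standard error.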

The largest differences were observed in probes that changed specifically in the 3-dpe stage, whether they were differentially expressed only at 3-dpe (2347), at both 3- and 7-dpe (3950) or at 3-, 7- and 14-dpe (1190) stages compared to normal. A smaller number of probes was differentially expressed only at 7-dpe (835).

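At 7 dpe alone 937 probes (6.16%) changed against normal intestine, and at 14 dpe alone 112 (0.736%).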

**Figure 1:**
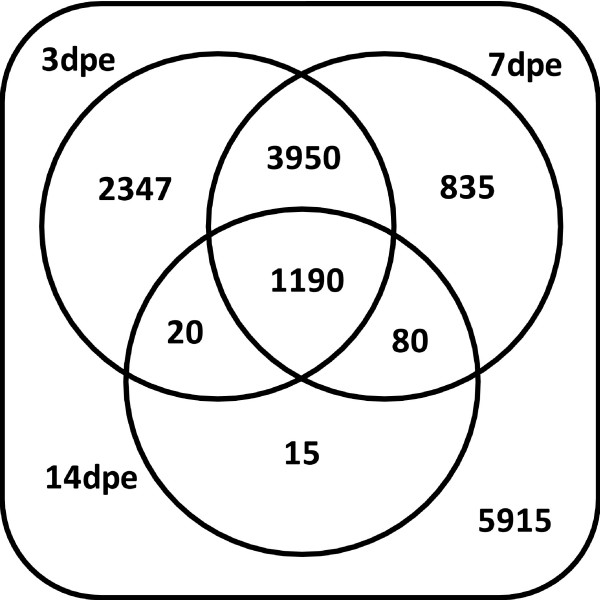
**Venn Diagram of the EST distribution**. 5915 probes do not show significant changes in expression when compared with normal tissues. The highest differential expression was found in both 3-dpe and 7-dpe stages (4439 differentially expressed spots); p < 0.01.

**Figure 2:**
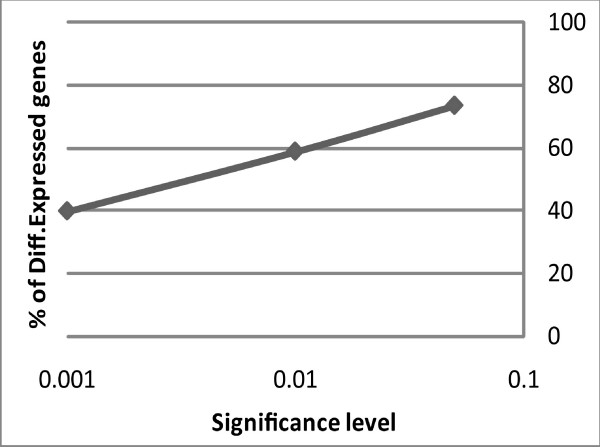
**Percentage of differentially expressed sequences at p < 0.001, 0.01 and 0.05**. At p < 0.001 only 39% of the sequences were significantly up or down regulated. *P*-values are shown in logarithmic scale.

#### B. Volcano Plots

In order to have a graphical representation of the gene expression levels and their significance, we analyzed our results using volcano plots (Figure 3).

**Figure 3:**
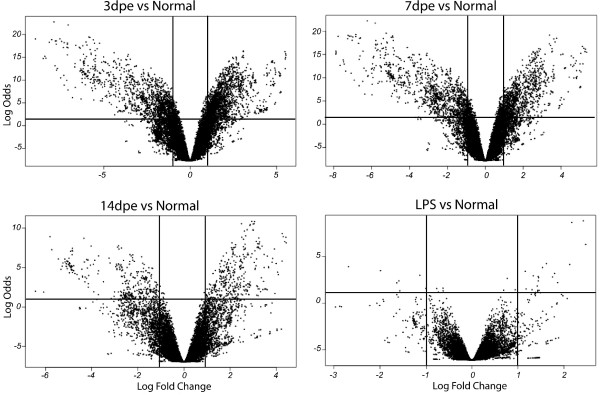
**Microarrays volcano plots**. Distribution of sequence expression between normal and normal injected with LPS, 3-, 7- and 14-dpe regenerating stages. Each plot shows the logarithm of the probability of the t-test as a function of the logarithm of fold change for each EST probe. Horizontal lines in each plot represent the nominal significant level of 0.001 for the *t*-student under the assumption that each gene has a unique variance. The vertical lines represent the limit of significance of the change in expression (fold change >2). Differentially expressed genes are located on the right (over-expressed) and left (under-expressed) top quadrants.

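The spread of the log2 ratios over all probes narrowed from an SD of 1.40 at 3 dpe to 1.22 at 7 dpe and 0.95 at 14 dpe, and was 0.30 after LPS. Falls of 8-fold or more outnumbered rises of that size, with 424 falls and 204 rises at 3 dpe, 380 and 117 at 7 dpe, and 113 and 66 at 14 dpe. Of the 424 falls at 3 dpe, 48 were in probes not well above background in 3-dpe intestine, where the size of the fall is poorly defined. At 3 dpe the order of falls and rises depended on the normalization, and without any within arrays there were 334 falls and 447 rises.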

Results showed not only that a large number of genes are differentially expressed, but a high level of change and significance, mainly during the first week of regeneration. For example, at 3-dpe and 7-dpe the range of odds was significantly larger than at 14-dpe. 

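The largest log odds of differential expression from limma was 32.8 at both 3 and 7 dpe, 15.2 at 14 dpe and 13.6 after LPS. The 99th percentiles of the log odds over all probes were 20.5, 21.0, 9.03 and 0.332 in the same order.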

Comparison with LPS showed a small number of genes being differentially expressed.

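Between LPS and normal intestine 77 probes (0.506%) changed, 53 of them higher and 24 lower after LPS, and 58 of the 77 by at least 2-fold. The number depended on single arrays, and ran from 32 without replicate 2 to 95 without the technical repeat. It was 46 without replicate 1, 48 without replicate 1 of 7 dpe against LPS and 44 without replicate 2 of 3 dpe against LPS, as probes changed after LPS against Normal. With 1 coefficient for each comparison, so that the estimate rests on the arrays of LPS against normal intestine and the spread on all arrays, limma called 3 probes, and 675 at an unadjusted p under 0.05. The median standard error was 0.16 both after LPS and at 3 dpe, so the precision of the comparisons was similar. Simulated changes of 1 on the log2 scale were recovered for 74% of 200 probes in this comparison and for 67% in that of 3 dpe. In the data many more probes changed at 3 dpe, which loosens the adjusted threshold there, so these shares do not show equal power to call a change.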

The top differentially expressed genes for 3-, 7- and 14-dpe stages of regeneration are shown on Tables 1, 2 and 3, respectively. 

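The array files list probes by the identifiers of the array design, without gene or contig names. The largest rise at 3 dpe was in the probe CUST_6898_PI378611823, with a log2 ratio of 5.50 to normal intestine (standard error 0.19, adjusted p = 1.05e-11 from limma), and 5.23 and 5.42 on the 2 direct arrays. The largest fall at 3 dpe, in CUST_1823_PI378611823, was -9.27 (standard error 0.22, adjusted p = 1.65e-13), and its ratio at 14 dpe was -1.79. At 7 dpe the largest rise, 5.42 (standard error 0.18, adjusted p = 5.2e-12), was in CUST_631_PI378611823 and the largest fall, -8.14 (standard error 0.28, adjusted p = 8.29e-12), was in CUST_9511_PI378611823. All 3 direct arrays of 7 dpe had the sign of the fit for both probes. CUST_631_PI378611823 was also the probe with the largest rise at 14 dpe, 4.51 (standard error 0.34, adjusted p = 8.41e-07). Its sequence overlaps almost entirely with that of CUST_6898_PI378611823, so both probes read nearly the same stretch. At 3 dpe CUST_631_PI378611823 had a log2 ratio of 5.47 (standard error 0.20), and CUST_6898_PI378611823 had 5.34 at 7 dpe and 4.45 at 14 dpe. The largest rises of the 3 stages therefore do not point to different transcripts. The probe with the largest fall at 14 dpe was not well above background in either 14-dpe channel, so the size of its fall is poorly defined. After LPS the largest rise was in a probe not well above background in any normal channel, which was at least 5.80-fold higher, and the largest fall was -2.41 on the log2 scale.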

Given that many probes have high significant *p*-values, we selected the top genes by two criteria: First, those probes with the highest *p*-value. Second, the fold change of the ratio of the intensities. The sequences were named either with their accession numbers (singlets) or with local identifications for multisequence contigs. All nucleotide sequences have been submitted to NCBI (taxonomy ID: 31192). Genes are shown in order of fold change and probability.

**Table 1:** Top 10 differentially expressed genes at 3dpe

**Top**	**Gene ID**	**Lib.**	BlastX*	**ESTs**	**Exp.**	**logFC**	**P.Value**
1	Contig 4863-1_			2	↑	5.541468	8.44E-11
2	ES726635	7d		s	↑	5.527128	6.06E-11
3	Contig 5300-1_			5	↑	4.879511	4.76E-10
4	Contig 3933-1_			2	↑	4.774727	3.03E-10
5	Contig 4702-1_			2	↑	3.091996	1.48E-10
6	Contig 798-1_			2	↑	3.080896	3.25E-11
7	ES725559	3d		s	↑	3.025192	1.2E-10
8	ES729465	N	TUBULIN A-1	s	↑	2.800781	5.86E-10
9	Contig 5344-1_		Cyclophilin	9	↑	2.797244	4.89E-10
10	ES725084	3d		s	↑	2.767621	5.84E-10
1	ES725883	7d		s	↓	-8.96457	1.67E-12
2	Contig 4571-1_			5	↓	-8.50941	1.83E-10
3	Contig 2794-1			2	↓	-7.88611	1.01E-14
4	ES728818	N		s	↓	-7.12955	1.32E-11
5	ES729355	N		s	↓	-6.66512	5.6E-10
6	ES729268	N		s	↓	-6.41638	1.32E-11
7	Contig 2489-1_			2	↓	-6.37315	1.7E-11
8	ES728532	N		s	↓	-6.18883	4E-10
9	Contig 5141-2_			6	↓	-6.17227	3.31E-10
10	Contig 5092-1_			2	↓	-6.00316	1.15E-10

Lib = cDNA library; FC = Fold Change; ↑: Up-regulated; ↓: Down-regulated; s:Singlet. *BlastX cut-off (1e-7)

**Table 2:** Top 10 differentially expressed genes at 7dpe.

**Top**	**Gene ID**	**Lib.**	**BlastX**	**ESTs**	**Exp.**	**logFC**	**P.Value**
1	Contig 4863-1_			2	↑	5.355039	8.63E-11
2	Contig 5300-1_			5	↑	5.04046	1.11E-10
3	Contig 2092-1_			5	↑	4.098951	1.29E-10
4	ES725788	3d		s	↑	3.153745	1.31E-10
5	Contig 3636-1_			7	↑	2.913074	4.39E-11
6	ES725084	3d		s	↑	2.796475	1.71E-10
7	Contig 5564-1_		TENASCIN R	2	↑	2.64799	1.39E-10
8	Contig 798-1_			2	↑	2.542767	8.18E-11
9	ES729465	N	TUBULIN A-1	s	↑	2.450837	1.31E-10
10	Contig 4696-1_		MURINOGLOBULIN	2	↑	2.308496	2.07E-10
1	Contig 4571-1_			5	↓	-7.89392	1.27E-10
2	ES725883	7d		s	↓	-7.76893	2.30E-12
3	ES729355	N		s	↓	-6.61787	1.96E-10
4	Contig 2794-1_			2	↓	-6.23549	3.57E-14
5	ES728532	N		s	↓	-5.89441	2.13E-10
6	ES728818	N		s	↓	-5.80657	3.42E-11
7	Contig 2489-1_			2	↓	-5.79542	1.44E-11
8	Contig 5092-1_			2	↓	-5.72744	5.99E-11
9	ES729268	N		s	↓	-5.69887	1.42E-11
10	Contig 5131-1_			2	↓	-5.44947	3.85E-11

Lib = cDNA library; FC = Fold Change; ↑: Up-regulated; ↓: Down-regulated; s: Singlet.

**Table 3:** Top 10 differentially expressed genes at 14dpe.

**Top**	**Gene ID**	**Lib.**	**BlastX**	**ESTs**	**Exp.**	**logFC**	**P.Value**
1	Contig 4863-1_			2	↑	4.432583	1.34E-07
2	Contig 5300-1_			5	↑	3.927607	3.05E-07
3	Contig 3636-1_			7	↑	3.386883	2.09E-07
4	Contig 5164-1_			5	↑	3.144439	1.11E-06
5	Contig 3791-1_		NM23 (NDK)	3	↑	2.953193	5.68E-07
6	Contig 4216-1_			2	↑	2.769543	5.21E-07
7	Contig 3895-1_			3	↑	2.735413	2.20E-08
8	ES727517	7d		s	↑	2.606467	8.29E-07
9	ES725788	3d		s	↑	2.576167	2.27E-07
10	ES726378	7d	LAMININ, A-4	s	↑	2.415549	7.96E-07
1	ES728532	N		s	↓	-5.80681	5.86E-08
2	Contig 5141-2_			6	↓	-5.16706	1.13E-06
3	ES725817	7d		s	↓	-4.33374	7.32E-08
4	ES725924	7d		s	↓	-4.21937	1.20E-06
5	ES725893	7d		s	↓	-4.15444	1.27E-06
6	ES726019	7d		s	↓	-4.02758	2.07E-07
7	ES729325	N		s	↓	-3.70124	7.48E-07
8	ES727944	7d	LEU-RICH REP.K-2	s	↓	-2.87982	2.40E-07
9	Contig 2398-1_			s	↓	-2.82164	3.09E-07
10	Contig 76-1_		SOMA FERRITIN	76	↓	-2.34468	6.22E-07

Lib = cDNA library; FC = Fold Change; ↑: Up-regulated; ↓: Down-regulated; s:Singlet.

Among the genes in this top 10 list that show known identities, were *cyclophilin, laminin, alpha tubulin, tenascin-R, ferritin. murinoglobulin *and *NM23*. Interestingly, most of the differentially expressed genes showed no significant similarity (e-value < 1.00E-07) to other sequences in publicly available nucleotide or protein databases. Unknown genes, such as Contig 4863-1 and 5300-1, were up-regulated at 3-, 7- and 14-dpe, while the singlet ES728532 showed down-regulation at all regeneration stages. On the other hand, some genes were specific for one stage such as Contig 3933-1 and Contig 4702-1 at 3-dpe. However, these genes were significantly differentially expressed but with higher p-values at other time points.

An alternate strategy to focus on gene groups that are differentially expressed at particular regeneration stages is to compare gene expression among regeneration stages (3-, 7- and 14dpe) and not directly to the normal intestine. To do this, we used the expression profile at 7-dpe as reference (up-regulated genes at 7dpe are considered as those whose expression is down-regulated at normal, 3 and 14dpe- stages; contrary, down-regulated genes are those whose expression is up-regulated at normal, 3 and 14 dpe). Seventeen genes (corresponding to 26 ESTs represented by 55 probes in the microarray) were found to be up-regulated at 3-dpe when compared with 7dpe (Table 4). 

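Probes higher at 3 than at 7 dpe were counted at an adjusted p under 0.05 from limma. There were 2663 of them, with 1894 distinct 60-mers, and their median difference was 1.62-fold. Of these probes 757 differed by at least 2-fold and 1863 passed an adjusted p under 0.01. Against normal intestine 2174 were higher at 3 dpe and 196 lower.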

The number of genes with up-regulated expression at 7- and 14-dpe stages was 24 and 13, respectively (Table 5 and 6).

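Probes higher at 7 dpe than in normal, 3-dpe and 14-dpe intestine alike numbered 173, with 127 distinct 60-mers and a median difference of 1.68-fold from 3 dpe, and 51 differed at least 2-fold from 3 dpe. The number was 53 without replicate 1 of 14 against 7 dpe and 104 without replicate 2, as stage-specific probes, 7 dpe. Probes higher at 14 than at 7 dpe numbered 550, with 421 distinct 60-mers and a median difference of 3.23-fold, and 249 were left without replicate 1 of that comparison. Of the 550, 451 were lower than normal at 7 dpe, while 99 were higher and 230 lower than normal at 14 dpe.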

**Table 4:** Upregulated genes specific to 3dpe

**Gene ID**	**BlastX**	**p.value**
Contig 739 2_		9.00E-05
Contig 66 1_		0.00016
Contig 5453-1_		0.00021
Contig 739 1_		0.00031
ES727789		0.00316
Contig 4797-1_		0.00334
Contig 4797-1_		0.00438
Contig 3640-1_		0.0058
Contig 798 1_		0.00669
Contig 3158-1_		0.00705
Contig 3640-1_		0.00784
Contig 3171-5_		0.00948
ES725288		0.01487
Contig 5652-1_	60S RIBOSOMAL L27	0.0157
ES727261		0.02239
Contig 5537-1_		0.02847
Contig 2300-1_		0.04107

**Table 5:** Upregulated genes specific to 7dpe

**Gene ID**	**BlastX**	**p. alue**
Contig 3895-1_		9.00E-05
ES729486		1.00E-04
ES727178		0.00016
Contig 771-1_	60S RIBOSOMAL PROTEIN L5	0.00032
ES726371		0.00044
Contig 5306-1_	APOLIPOPHORINS PREC.	6.00E-04
Contig 4810-1_		0.00062
ES727405		0.00065
Contig 3525-1_	EPENDYMIN REL. PROT.2	0.00073
Contig 89-1_6981		0.00169
ES727912	BONE MORPHOGENETIC PROT.1	0.00204
Contig 89-1_		0.00204
AY383544	EPENDYMIN REL. PROT. 1	0.00397
ES726186		0.00508
ES714731		0.00646
ES725228		0.00721
Contig 5342-1_		0.00906
ES728886		0.01851
ES729552	FAT (Cadherin)	0.01851
ES726575		0.02755
ES716626		0.02822
ES881026		0.03701
ES727189		0.04123
Contig 2092-1_		0.04342

**Table 6:** Upregulated genes specific to 14dpe

**Gene ID**	**BlastX**	**p.value**
Contig 2794-1_		6.00E-05
ES728818		0.00166
Contig 3191-1_		0.00176
ES725883		0.00551
ES729268		0.01215
ES728850		0.03556
Contig 4571-1_		0.04393
ES729033		0.0094
ES727539		0.02361
ES728538		0.00371
ES729914		0.0106
ES725898		0.03392
ES726811		0.02018

#### C. Validation of Microarray Results by RT-PCR

Gene-specific relative RT-PCRs were performed to validate the expression profiles of fifteen genes identified in the microarray as differentially expressed. The sequences of the primers used are shown on Table S1. Validation included genes with putative identity (*Wnt-9, Tensc-R, MMP-15, MMP-11, MMP-14, Actin 1, Actin 2, Actin 3 *and *Hox12*). Most of these genes have been previously associated with wound-healing, development and regeneration in other animal species. The second group consisted of genes without identity (putative novel genes-Unknowns E, F and G, Contig 4874-1, Contig 5242-1 and Contig 5501-1). The validated genes include over-regulated and down-regulated sequences of the microarray.

The expression profiles of the 15 genes that were validated using RT-PCR confirmed the robustness of the microarray results (Figure 4 and 5). Eleven out of the 15 genes showed exact correlation in their expression profiles between RT-PCR and microarrays and very similar significance values in the statistical analyses. For example, unknown F showed up-regulation at 3-dpe and decreased gradually at 7- and 14-dpe. 

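The array probes of the RT-PCR genes were found by searching the 60-mers for the sequences of the 38 primers, since the files do not name them. Primers of 9 of the 19 genes matched 50 probes in the sense direction. A primer finds only the probes that contain it, so other probes of the same gene or contig were not included. The other genes had no matching probe and were not analysed here. For each gene the median log2 ratio over its probes is given, with the median of limma's standard errors. Unknown E matched 26 probes with 14 distinct sequences. Its log2 ratio to normal intestine was -0.57 (standard error 0.23) at 3 dpe, where 8 probes were lower, 0.50 (0.21) at 7 dpe, where 7 were higher, and 0.59 (0.40) at 14 dpe, where limma called 0 (1 at an adjusted p under 0.05). Between 3 and 7 dpe it rose by 1.06 (0.23), and 20 of the 26 probes changed. Neither sign flipped under any alternative processing, although the 3-dpe value moved to -0.30 without replicate 1 of 3 dpe against normal intestine.

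**Figure D3:**
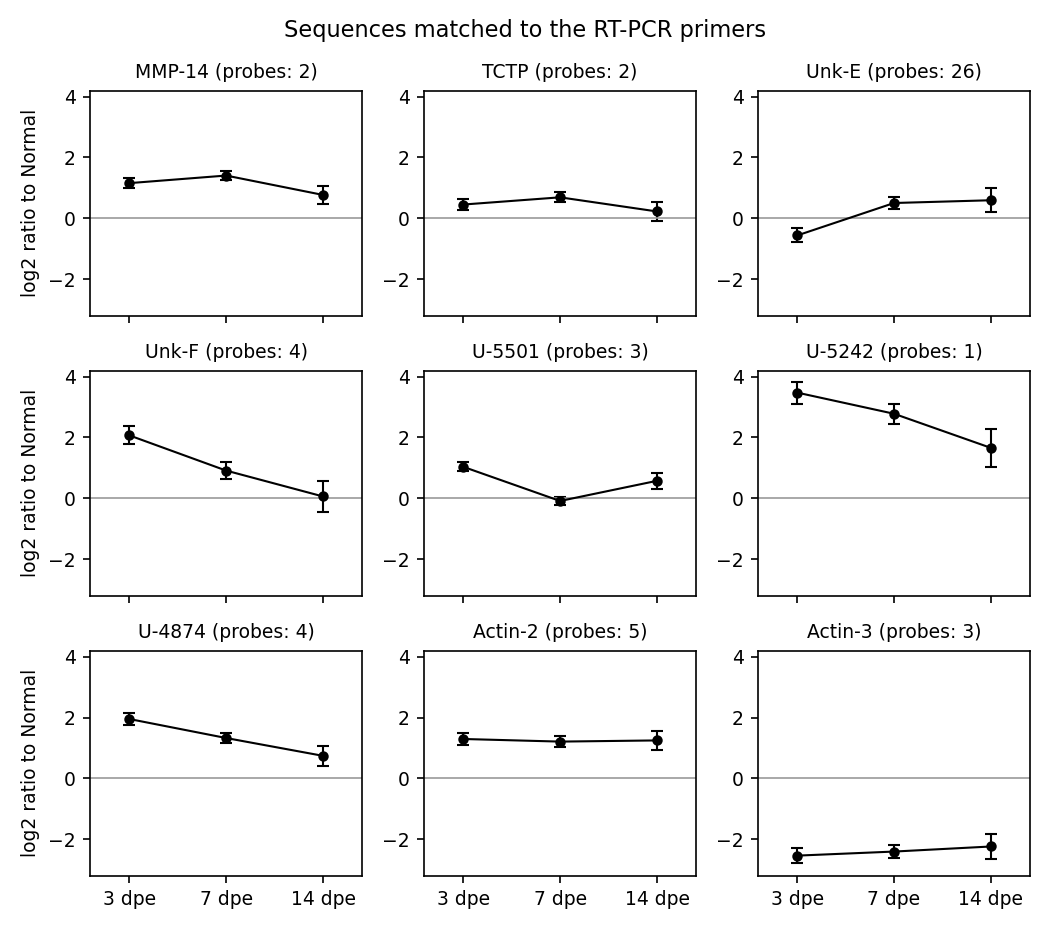
Log2 ratio to normal intestine at 3, 7 and 14 dpe of the 9 sequences matched to RT-PCR primers. Points are medians over the probes of a sequence and error bars are medians of limma's standard errors. U-5242 has the highest point, 3.48 at 3 dpe, and Actin 3 the lowest, -2.54 at 3 dpe.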

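The 4 probes matched to the primers of unknown F had a log2 ratio to normal intestine of 2.07 (standard error 0.30) at 3 dpe, and all 4 changed. It was 0.91 (0.28) at 7 dpe, where 2 probes changed at an adjusted p under 0.01 and all 4 at 0.05, and 0.06 (0.52) at 14 dpe. The value at 14 dpe was within its standard error, and its sign flipped under some of the alternatives, to -0.03 with a dye term for each slide for example (Unk-F, 14 dpe vs Normal). From 3 to 7 dpe the ratio fell by 1.14 (0.30), with 2 of the 4 probes changed.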

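Of the contigs without identity, U-5501 matched 3 probes, U-4874 matched 4 and U-5242 a single probe. For U-5501 the log2 ratio to normal intestine was 1.04 (standard error 0.15) at 3 dpe with all 3 probes changed, -0.09 (0.14) at 7 dpe and 0.57 (0.26) at 14 dpe, with none called by limma at the later stages even at an adjusted p under 0.05. Its sign at 7 dpe flipped with median centring of the arrays, to 0.20 (U-5501, 7 dpe vs Normal). After LPS its 3 probes were lower, by a median log2 ratio of -0.98 (adjusted p = 0.00448), a call lost in 7 of the 16 fits that left out 1 array. For U-4874 the log2 ratio was 1.95 (0.19) at 3 dpe and 1.33 (0.18) at 7 dpe, with 4 of 4 probes changed at both, and 0.74 (0.33) at 14 dpe. The last value was 1.51 without replicate 1 and -0.03 without replicate 2 of 14 against 7 dpe. For U-5242 it was 3.48 (0.36) at 3 dpe, 2.78 (0.33) at 7 dpe and 1.66 (0.62) at 14 dpe, the last with an adjusted p of 0.0636 and values of 0.19 to 3.12 when either 14-dpe array was left out. The difference of -0.70 between 7 and 3 dpe had an adjusted p of 0.163.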

The unknowns 5501, 4874 and 5242 showed an exact match between the microarray and the PCR results. On the other hand, the correlation was not perfect for four genes (*actin 1, 2 *and *3*, and *Hox 12*). These genes showed some correlations at particular stages, such as observed for *actin 1 *and *2 *and *Hox 12 *at 3-dpe. 

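Actin 2 matched 5 probes and Actin 3 matched 3 probes on the array. The log2 ratio of Actin 2 to normal intestine was 1.29 (standard error 0.18) at 3 dpe, 1.21 (0.17) at 7 dpe and 1.25 (0.31) at 14 dpe, and 5, 5 and 2 of its probes changed. All 5 passed an adjusted p under 0.05 at 14 dpe. For Actin 3 the ratio was -2.54 (0.24) at 3 dpe, -2.41 (0.22) at 7 dpe and -2.24 (0.41) at 14 dpe, and all 3 probes changed in each stage. The direction of both genes held in each stage under every alternative processing, the normalizations within arrays included. Neither gene differed between 3 and 7 dpe (adjusted p = 0.773 for Actin 2 and 0.792 for Actin 3).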

At other stages some of the RT-PCR results although not significant do showed a trend that resembled the microarray results (see *actin 3 *at 3-dpe). Overall the correlation of RT-PCR and microarray results was 84%, with only 7 of the 45 validated time points not showing the same profile between the microarrays and the RT-PCR. A direct comparison of the RT-PCR and the microarray results is shown on Table 7.

**Table 7:** Significance obtained from microarray and PCR at 3, 7 and 14dpe

**Gene ID**	**3dpe Microarray**	**RT-PCR**	**7dpe Microarray**	**RT-PCR**	**14dpe Microarray**	**RT-PCR**
Wnt-9	↑ 7.00E-05	6.00E-05	↑ 4.00E-05	4.00E-03	↑ 0.013	0.009
Tensc-R	↑ 1.00E-05	5.00E-03	↑ <1.00E-05	4.00E-03	↑ 1.00E-4	8.00E-03
MMP-11	↑ 4.00E-05	5.00E-03	↑ <1.00E-05	6.00E-05	0.15	0.536
MMP-14	↑ 2.00E-03	1.00E-03	↑ 2.00E-04	2.00E-04	0.14	0.02
MMP-15	↑ 0.0485	0.0475	↑ 3.00E-03	4.00E-03	0.23	0.09
Unk- E	↓ 3.00E-05	4.00E-05	↓ 7.00E-04	1.00E-04	0.45	0.09
Unk- F	↑ 5.00E-04	3.00E-03	0.12	0.06	0.85	0.84
Unk- G	↓ <1.00E-05	5.00E-04	↓ <1.00E-05	2.00E-04	↑ 2.00E-4	4.00E-03
Unk- 4874-1	↑ 3.00E-05	1.00E-03	↑ 0.0011	0.02	0.1689	0.196
Unk- 5242-1	↑ 1.00E-04	4.00E-05	↑ 4.00E-04	1.00E-05	0.19	0.06
Unk- 5501-1	↑ 7.00E-05	6.00E-03	0.123	0.138	0.36	0.933
Actin-1	↑ <1.00E-05	0.04	↑ <1.00E-05	0.281	↑ 2.00E-4	0.276
Actin-2	↑ 4.00E-04	0.034	↑ 4.00E-04	0.116	0.05	0.09
Actin-3	↓ 1.00E-04	0.26	↓ 1.00E-04	0.005	↓ 0.013	0.005
Hox-12	↑ 2.00E-03	0.033	↑ 0.035	0.48	0.54	↓ 0.0016

↑: Up-regulated; ↓: Down-Regulated

**Figure 4:**
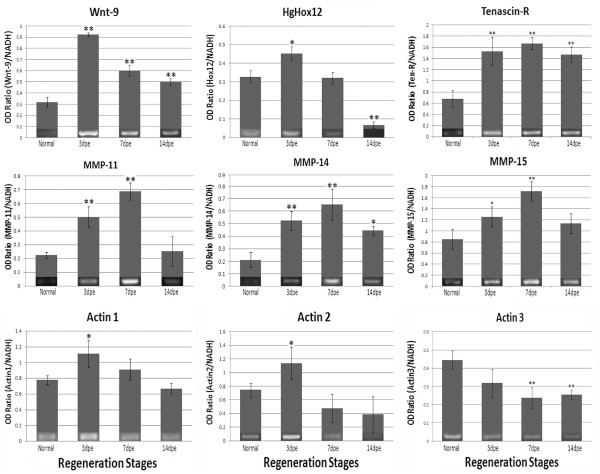
**RT-PCR profiles of *Wnt-9, Hox12, Tenascin-R, MMP-11, MMP-14, MMP-15, Actin 1, Actin 2 *and *Actin 3 *in normal and regenerating intestines**. The values were normalized against NADH. This set of genes showed up-regulation in the first week of regeneration except for *Actin 3 *that showed down-regulation during regeneration. Interestingly, all extracellular matrix (ECM) related genes showed the peak of expression at 7-dpe. Moreover, *Wnt-9*, a developmental gene, was up-regulated during all stages. Values represent the mean ± S.E.M. of 7 biological samples (individual animals) per stage. Paired t-test for mean comparison was used. Significance levels were *:p < 0.05, and **:p < 0.01. Images at the base of the bar are RT-PCR pictures.

**Figure 5:**
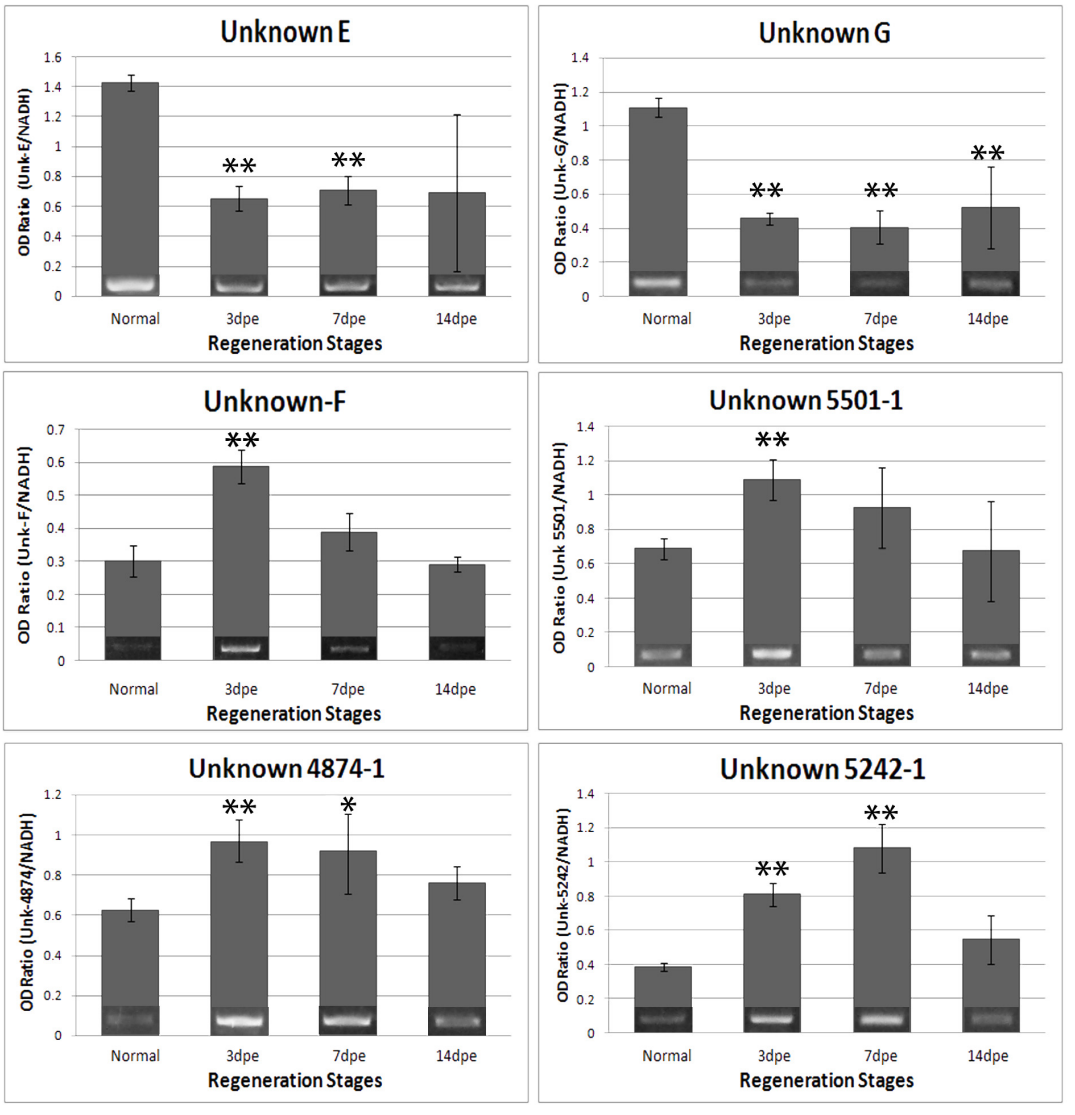
**RT-PCR profiles of 6 novel gene sequences in normal and regenerating intestines**. The values were normalized against NADH. This set of genes was mainly differentially expressed in the first week of regeneration, except by unknown-G that keeps down-regulated at 14dpe. Three of the four up-regulated genes showed the peak of expression at 3dpe and decrease the expression until 14dpe. Only unknown 5242-1 showed the peak at 7dpe but even at 3dpe the up-regulation was highly significant when compared with normal tissues. Values represent the mean ± S.E.M. of 7 samples per stage. Paired t-test for mean comparison was used. Significance levels were: *:p < 0.05, and **: p < 0.01. Images in the base of the bar are RT-PCR pictures

#### D. Cluster Analysis

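The 15208 non-control probes were clustered by their fitted log2 ratios in 4 comparisons, those of 3 dpe and 7 dpe to normal intestine, of 7 to 3 dpe and of 14 to 7 dpe, with a self-organizing map of 4 by 2 nodes. The 8 clusters were the same from another random start (adjusted Rand index 1), and k-means with 8 centres gave an index of 0.700. The clusters are numbered from 1 to 8 here, from the largest mean rise at 3 dpe to the largest mean fall. Since they were formed on these same ratios, the differences between them were not tested, and their SDs describe the spread over probes.

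**Figure D4:**
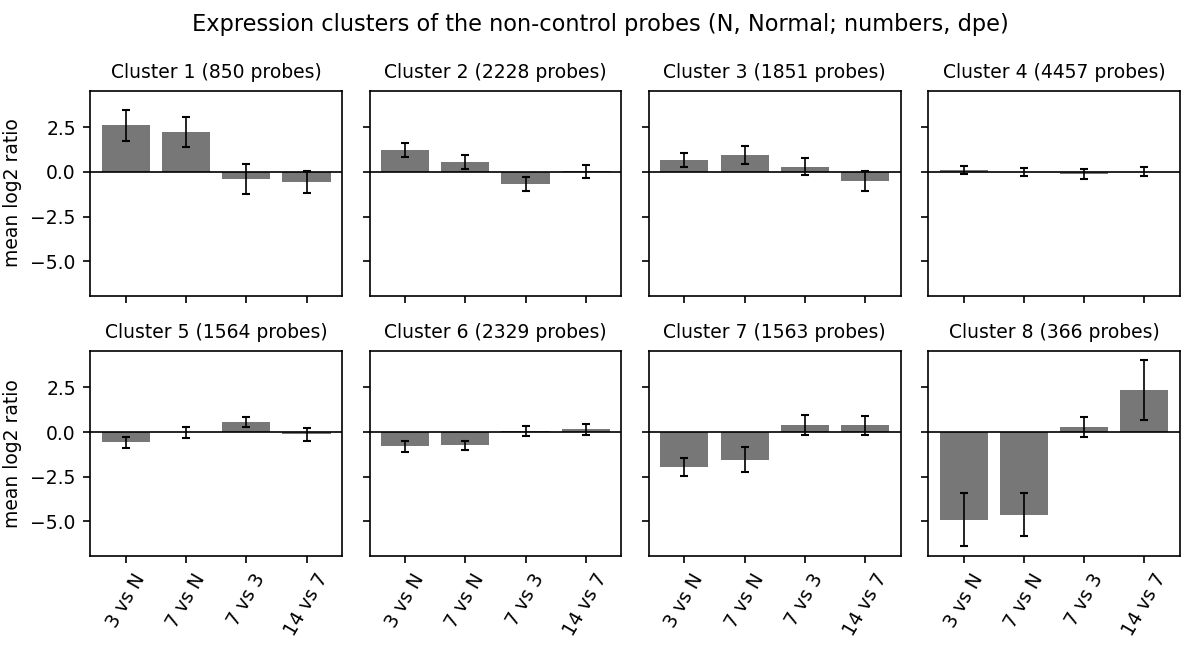
Mean log2 ratio of the probes of each cluster in the 4 comparisons, with the SD over probes as error bars. Cluster 4, with 4457 probes, lies near 0 in every comparison, and cluster 8, with 366 probes, has the lowest means of 3 and 7 dpe against normal intestine and the highest of 14 against 7 dpe.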

Cluster analysis was performed on the microarray results using hierarchical (not shown) and non-hierarchical methods in order to reveal several distinct profiles of expression (Figure 6).

**Figure 6:**
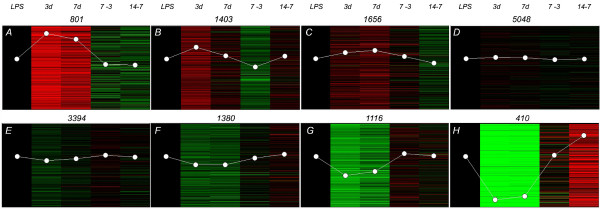
**Cluster analysis of the microarray expression profiles for 15208 probes (All minus 536 controls)**. The 5 columns show the following comparisons: LPS (Red: "R") vs. Normal (Green: "G"): 3dpe(R) vs. Normal(G); 7dpe(R) vs. Normal(G); 7dpe(R) vs. 3dpe(G); 14dpe(R) vs. 7dpe(G). The number of genes in each cluster is shown above the bars. Since arrays were normalized against the LPS vs Normal results, the first column appears empty. Colors represent the level of expression of the gene, red for up-regulated and green for down-regulated; White spots represent the average of all the genes per cluster with "y" axis as a relative measure of expression levels.

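Cluster 1 held 850 probes with a mean log2 ratio to normal intestine of 2.61 (SD 0.86) at 3 dpe and 2.22 (SD 0.85) at 7 dpe. From 7 to 14 dpe its mean ratio was -0.57 (SD 0.61). All of its probes changed in at least 1 stage, and 33.3% changed between 3 and 7 dpe.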

Cluster # A contains probes that were highly over-expressed at 3- and 7-dpe when compared to normal intestine, and whose expression levels are slightly higher in 3- than in 7-dpe and are further decreased at 14-dpe.

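In cluster 2 were 2228 probes, whose mean log2 ratio to normal intestine was 1.22 (SD 0.42) at 3 dpe and 0.55 (SD 0.38) at 7 dpe, with -0.67 (SD 0.39) for 7 against 3 dpe. At 3 dpe 97.4% of them changed, and 51.3% between 3 and 7 dpe.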

Cluster # B contains probes that were moderately over-expressed at 3-dpe when compared to normal and whose expression levels decreased at 7-dpe. 

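For the 2228 probes of cluster 2 the mean ratio of 14 to 7 dpe was 0.03 (SD 0.38), and 1.21% changed between these stages.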

The expression levels of these probes at 14-dpe were similar to those at 7-dpe.

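Cluster 3 comprised 1851 probes with means of 0.65 (SD 0.40) at 3 dpe and 0.94 (SD 0.48) at 7 dpe, followed by -0.52 (SD 0.55) from 7 to 14 dpe. The step of 0.29 (SD 0.47) from 3 to 7 dpe was called in 16.4% of these probes and that to 14 dpe in 13.3%.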

Cluster # C contains probes that were over-expressed at 3-dpe but whose expression peaked at 7-dpe, followed by a decrease in expression levels at 14-dpe.

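The largest cluster, 4, held 4457 probes (29.3%) with mean ratios between -0.12 and 0.12 in the 4 comparisons. Of these, 722 (16.2%) changed in at least 1 stage. Its size was 2789 when probes that were dim on most arrays were left out before clustering.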

Cluster # D contains probes that showed no significant differences in expression at any stage when compared to normal intestine.

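Cluster 5 held 1564 probes with a mean log2 ratio of -0.58 (SD 0.30) at 3 dpe, where 41.0% were called.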

Cluster # E contains probes that were slightly under-expressed at 3-dpe when compared to normal. The expression level of these probes was higher at 7- than at 3-dpe and somewhat similar between 7- and 14-dpe.

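In cluster 5 the mean ratio of 7 to 3 dpe was 0.56 (SD 0.28) and that of 14 to 7 dpe -0.12 (SD 0.37), which left a mean of -0.02 at 7 dpe and -0.14 at 14 dpe against normal intestine. Called between 3 and 7 dpe were 27.7% of its probes, and between 7 and 14 dpe 2.75%.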

Cluster # F contains probes that were slightly under-expressed at 3- and 7-dpe when compared to normal and whose expression levels increase at 14-dpe.

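Cluster 6 comprised 2329 probes with means of -0.80 (SD 0.30) at 3 dpe and -0.74 (SD 0.25) at 7 dpe. The mean step from 7 to 14 dpe was 0.16 (SD 0.31), and 1.25% of these probes were called for it.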

Cluster # G contains probes that were moderately under-expressed at 3-dpe when compared to normal and whose expression levels slightly increase at 7- and 14-dpe.

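Cluster 7 held 1563 probes, which averaged -1.93 (SD 0.51) at 3 dpe and -1.54 (SD 0.70) at 7 dpe. The ratios of 7 to 3 dpe and of 14 to 7 dpe had means of 0.39 (SD 0.58) and 0.38 (SD 0.53), called in 29.8% and 4.61% of the probes.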

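The 366 probes of cluster 8 had means of -4.92 (SD 1.49) at 3 dpe and -4.62 (SD 1.23) at 7 dpe. From 7 to 14 dpe they rose by a mean of 2.36 (SD 1.67), a change called in 65.8% of them, and their mean at 14 dpe was -2.26 against normal intestine.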

Cluster # H contains probes that were highly under-expressed at 3- and 7-dpe and whose expression levels showed a moderate increase at 14-dpe.

#### E. Functional category analysis

We submitted all sea cucumber sequences to BlastX and parsed the results using a threshold of significance e-value < 1.00E-05. Approximately 58.1% of the sequences (3651) were "unknowns" that showed no similarity to subjects in the SwissProt database. On the other hand, 41.9% of the sequences (2636) had similarity with database sequences. Of these, 169 showed similarity with hypothetical proteins, most of them from the sea urchin *S. purpuratus*. GO searches  were performed with all the blast results and 1514 unique sequences were found with at least one reported ontology (Figure 7A).

**Figure 7:**
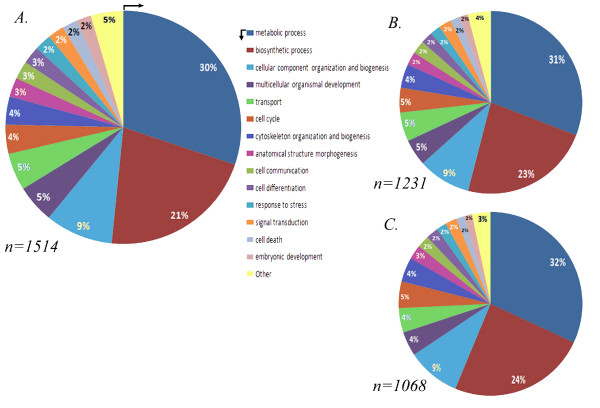
**Distribution of gene function (GO) for ESTs analyzed in the microarrays**. GO values of all ESTs printed on the microarray (A). Percentage of ESTs differentially expressed at 3-dpe (B) or 7-dpe (C). When compared with all the GOs, the 3- and 7-dpe distribution GOs showed no significant differences other than a small decrease in the number of GO results. The number of GOs results for each particular stage is shown in the bottom-left corner. The color code starts at 12 o'clock in the list order.

In order to determine if particular gene functions could be associated exclusively with specific regeneration stages, diagrams were done with only those genes that showed differential expression between 3-, 7- or 14-dpe and normal. At 3-dpe the GO search showed 1231 results while 1068 were found for 7-dpe (Figure 7B and 7C). The distribution of the GO was highly similar between all sequences and regeneration stages. For example, in all cases sequences associated with metabolic and biosynthetic processes corresponded to half of the GO results.

#### F. Individual gene expression

In addition to the global view of gene expression provided by microarray analyses, individual gene expression patterns can be determined. We have focused on various genes that have been associated with regenerative processes. For this we only chose those genes whose similarity to genes from other animals was sufficiently high (e-value < 1.00E-07) to be confident that they correspond to holothurian homologues. These genes are classified and presented in three main groups in relation with their function: a) Developmental genes, b) Cytoskeletal-related genes and c) Extracellular matrix-related genes.

##### a). Developmental genes

Many developmental gene pathways have been found to occur or be activated during regenerative processes [22,23]. Thus, we have focused on the expression profile of development-associated genes to explore their roles during intestinal regeneration. Table 8 shows the expression profile of well-known developmental genes in the microarray.

**Table 8:** Expression profile of developmental genes in the sea cucumber *H. glaberrima *during regeneration.

**Gene**	**3-dpe**	**7-dpe**	**14-dpe**
Hox 1	-	-	-
Hox 2	-	-	-
Hox 3	-	-	-
Hox5	-	-	↑*
Hox 9	↑*	↑**	-
Hox10	↑**	↑**	-
Hox 11	-	-	-
Hox 12	↑**	↑*	-
Hox 13	-	-	-
TGFB-inducible LNR42	↑**	-	-
Krueppel-like	↓*	-	-
Wnt-9	↑**	↑**	↑*
BMP-1	-	↑**	-
Forkhead box prot. K1	↓*	-	-
Myotrophin	↓**	↓**	-

↑: up-regulated; ↓: down-regulated; *:p < 0.05; **:p < 0.01

In general, differential expression of these genes mainly occurred at early stages of regeneration. Most of the genes are activated or inhibited at 3-dpe (8 genes, being 5 of them highly significant) and 7-dpe (6 genes, being 5 highly significant). In contrast, at 14-dpe only two developmental genes were differentially expressed, both just at *p *< 0.05. Hox genes stand out among the group of development-associated genes, and our group has previously identified them in the holothurians [24]. Four of these genes appeared to be over-expressed, although their expression profile differed. *Hox 9, 10 *and *12 *were over-expressed at 3- and 7-dpe and returned to normal levels at 14-dpe. However, while *Hox 10 *displayed the same levels of over-expression at 3- and 7-dpe, *Hox 12 *and *9 *showed peaks of expression at 3-dpe and 7-dpe, respectively. *Hox 5 *showed a different pattern of expression altogether being over-expressed only at 14-dpe. Other development-associated genes were also found to be differentially expressed in our microarrays during intestinal regeneration. Once again the expression profile differed among them. For example, *Wnt 14 *was found to be over-expressed at 3-, 7- and 14-dpe, while *BMP-1 *was only up-regulated at 7-dpe. In contrast, *forkhead box K1 *was down regulated at 3-dpe and, similarly, *myotrophin *was down-regulated at 3- and 7-dpe. Finally, not all development-associated genes showed changes in expression. For example, *Kruppel-like factor 2 *remained at similar levels of expression during the first two weeks of regeneration.

To validate the developmental gene results we chose to study the expression of *Hox 12 *and *Wnt 9 *by RT-PCR. The sequences for these genes were obtained from the 7-dpe library and the complete sequence of *Hox 12 *has been previously characterized by our laboratory [25] RT-PCR showed that genes were over expressed during early regeneration and their levels decreased during the second week of regeneration.

##### b). Cytoskeletal Proteins

Regeneration induces cellular changes that have been previously reported by our group. Among these are processes of dedifferentiation and migration that are associated with the formation of the new intestinal primordium during early regeneration [7-9]. Such processes are associated with changes in the expression of cytoskeletal proteins. Thus, it is expected that these changes would be reflected in the expression of mRNAs coding for cytoskeletal proteins. We have focused on the expression of seven cytoskeletal genes found within our EST database (Table 9). These include three actin family members, four tubulin family members, two myosin genes and one gelsolin gene. Although actin and tubulin isoforms are highly similar at the nucleotide level of the open reading frame (ORF), we identified ours based on differences in their 3'-unstranslated (UTR) region. The expression profile of these cytoskeletal mRNAs differed widely. 

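On the direct arrays against normal intestine, the median ratio over the probes of Actin 2 was 0.70 and 2.15 at 3 dpe and ran from 1.11 to 1.33 on the 3 arrays at 7 dpe. For Actin 3 the 2 arrays of 3 dpe gave -3.08 and -2.58, and those of 7 dpe lay between -3.21 and -1.76. The adjusted p at 14 dpe, from limma, was 0.0101 for Actin 2 and 0.00107 for Actin 3, as medians over probes. By this median Actin 2 was not called, but it was called in 11 of 31 alternatives, 4 of which left out 1 array. The call of Actin 3 at 14 dpe was lost in 3 of 31 alternatives, 2 of which left out 1 array. Its ratio there was -1.83 without replicate 2 of 14 against 7 dpe. After LPS neither gene changed, with adjusted p of 0.465 for Actin 2 and 0.645 for Actin 3.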

Some were over-expressed during the first 2 weeks of regeneration (*Actin 1, Actin 2, Tubulin alfa and alfa-1*), others were under-expressed (*Actin 3, Myosin-11 *and *gelsolin precursor*) while others showed no significant changes in their expression (*tubulin-beta*). Of particular interest were those sequences that showed a specific change at 3-dpe and appeared to only change slightly or not at all at other regeneration stages (*tubulin 3 *and *myosin light 3F chain*), since these are more likely to play a role in specific processes occurring during intestinal regeneration.

**Table 9:** Expression profile of cytoskeletal genes in the sea cucumber *H. glaberrima *during regeneration.

**Gene**	**3-dpe**	**7-dpe**	**14-dpe**
Beta-Tubilin	-	-	-
Alfa-Tubulin 1	↑**	↑**	↑**
Alfa-Tubulin 2	↑**	↑**	↑**
Alfa-Tubulin 3	↑**	↑**	-
Myosin-11	↓**	↓**	↓*
Myosin-Light 3F	-	↑*	-
Actin-1	↑**	↑**	↑**
Actin-2	↑**	↑**	↑*
Actin-3	↓**	↓**	↓*
Gelsolin-precurs	↓**	↓**	↓**

↑: up-regulated; ↓: down-regulated; *:p < 0.05; **:p < 0.01

Some of these sequences were validated by RT-PCR. In particular, the differential expression profiles of *actins 1 *and *2 *that are over-expressed during early regeneration stages, while *actin 3 *is down-regulated, was clearly documented in our RT-PCRs.

##### c). ECM genes

We have previously described dramatic remodeling of the ECM and the involvement of MMPs during intestinal regeneration [12]. In this respect we searched for sequences in our database that might be associated with the ECM changes. Seven such genes were found, four of them corresponding to ECM molecules (*Echinonectin, Collagen alfa-1, Laminin alpha *and *Tenascin-R*) and three corresponding to matrix metalloproteases (MMPs) (15, 11, and 14) (Table 10). In this group, all analyzed genes showed up-regulation when compared with normal tissues. The mRNAs for the four ECM molecules showed over-expression during the first two regeneration weeks. 

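The primers of MMP-14 matched 2 probes of the same 60-mer, and no probe matched those of MMP-11 or MMP-15. The log2 ratio of MMP-14 to normal intestine was 1.15 (standard error 0.16, adjusted p = 1.86e-05 from limma) at 3 dpe and 1.40 (0.15, adjusted p = 1.38e-06) at 7 dpe, and both probes changed. All 5 direct arrays had this sign, with ratios of 0.79 and 1.02 at 3 dpe and 0.99 to 1.75 at 7 dpe. At 14 dpe it was 0.77 (0.28), with an adjusted p of 0.0598. The step from 7 to 14 dpe, -0.64 (0.24), was not called (adjusted p = 0.13), and that from 3 to 7 dpe, 0.25 (0.16), had an adjusted p of 0.281.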

Different to ECM molecules, MMPs were over-expressed at 3- and 7-dpe but not at 14-dpe, with *MMP 15 *showing low significance at 3- but high at 7-dpe. The four genes from this group that were validated (Figure 5) showed strong correlation between RT-PCR and microarray results.

**Table 10:** Expression profile of ECM-related genes in the sea cucumber *H. glaberrima *during regeneration.

**Gene**	**3-dpe**	**7-dpe**	**14-dpe**
Echinonectin	↑**	↑**	↑**
Collagen alfa-1(V)	↑**	↑**	↑**
tenascin-R	↑**	↑**	↑**
Laminin alfa 4 precurs	↑**	↑**	↑**
Laminin alpha 1	↑**	↑**	↑*
MMP 15	↑*	↑**	-
stromelysin-3 (MMP 11)	↑**	↑**	-
MMP-14	↑**	↑**	-

↑: up-regulated; ↓: down-regulated; *:p < 0.05; **: p < 0.01

##### d). Novel sequences

As mentioned earlier many of the sequences in our microarray slides were unknowns. That is, sequences that showed no similarities to those in databanks. In many cases this was due to the sequence being either too short or being part of the mRNA's UTR. However, in some cases the sequence was long enough to contain a significant ORF that, in principle, should have shown similarities to other proteins when submitted to BLAST searches. These are the most interesting sequences to our research group, particularly those that were differentially expressed during regeneration, since they might correspond to novel holothurian-specific sequences associated with their striking regenerative capacities.

One strategy that we explored to study these unknowns was to focus on contigs. That is, those ESTs that shared overlapping sequence identity among them, and that together formed a composed sequence. The number of ESTs from a specific library (stage of regeneration) found to form a contig can be correlated with the expression level for that sequence at the stage from where the cDNA library was made. Therefore, an indirect measurement of the level of gene expression can be inferred from the number of identified ESTs from each library that formed contigs. We identified 596 multi-sequence contigs in our EST databank that had at least two assembled ESTs. Of these, 85.4% had ORFs larger than 100 nt (~33aa), and 46.5% had ORFs larger than 195 nt (~65aa). Only 27 contigs had no ORFs made up of at least 30 nt. We focused on contigs that showed over-expression at 3- and 7-dpe that were composed by at least three different ESTs and where all the EST probes showed similar results in the microarray. Sixteen of these unknown contigs are shown on Table 11. Their putative ORFs ranged from 98 to 794 nucleotides in length and they were represented by three to twenty-nine different ESTs. 

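Of the contigs found through RT-PCR primers, U-5242 fell in cluster 1 with its 1 matched probe, and U-4874 in cluster 1 with 3 probes and in cluster 2 with 1. The 3 probes matched to U-5501 and the 4 matched to unknown F were in cluster 2, and all 26 matched to unknown E in cluster 5.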

As expected, down-regulated contigs at 3-dpe appeared in the H and E clusters, while the up-regulated contigs at 3- and 7-dpe were located mostly in the A and B clusters. Moreover, some of these genes were validated with RT-PCR (Figure 6) showing high consistency in their expression profiles (Table 3).

**Table 11:** Novel genes differentially expressed during regeneration in H. glaberrima.

**ESTAP (cluster-assembly)**	**Val.**	**# Probes (ESTs)**	**3d D.E.**	**Orf Size (nt)**	**Orf-Start**	**Orf-end**	**G.O. Cluster**
Contig 2748-1_Unk I		13 (5)	↓	371	719	1090	E
Contig 2794-1 _		5 (2)	↓	185	364	546	H
Contig 4277-8_Unk E	√	50 (26)	↓	110	1	111	E
Contig 4910-1_Unk H		9 (4)	↓	98	89	187	E
Contig 5141-2_Unk G	√	34 (13)	↓	209	144	353	H
Contig 293-1_		8 (3)	↑	737	46	783	D
Contig 4216-1_		7 (3)	↑	143	70	213	C
Contig 4766-1_Unk C	X	36 (18)	↑	365	91	456	A
Contig 4791-1_Unk F	√	35 (18)	↑	269	69	338	B
Contig 4860-1_Unk D	X	16 (8)	↑	242	48	290	B
Contig 4874-1_	√	16 (7)	↑	317	89	406	A
Contig 4911-1_Unk B		58 (29)	↑	218	1	219	A
Contig 5242-1_	√	9 (3)	↑	794	61	855	B
Contig 5501-1_	√	10 (4)	↑	125	1	126	B
Contig 5701-2_		6 (3)	↑	230	119	349	B

(√: validated genes in this paper; x: validated previously [13]

##### e). Other sequences

Our microarray chip included the sequences of 75 ESTs from another sea cucumber *A. japonicus*, and 329 sequences from genes of the sea urchin *S. purpuratus*. Only five of the sea cucumber (*Collagen Alpha-1 (CA1); Cytoskeleton actin (cAct); Fibrinogen B precursor (Fib-Bp), Heat Shock protein 90b (HSP-90) and Senescence associated protein (SAP)) *showed significant differences in expression in regenerating animals. Two of *A. japonicus *differentially expressed ESTs were underexpressed during regeneration (*Fib-Bp *and *SAP*), while the remaining three were overexpressed. Interestingly, four were similar to the *H. glaberrima *ESTs and followed the same expression profile (*Fib-Bp *was the different one). In all cases the probes of these other organisms showed similarity with the C-terminal region of the *H. glaberrima *sequences. The only sequence from the sea urchin that changed during regeneration was a hypothetical protein (Glean3-07946) showing a decrease in its expression at 3- and 7-dpe. The 24 sequences from zebra fish, human, rat, mice frog and axolotl behaved as expected; none showed any significant labeling or differential expression.

## Discussion

We have now shown by using microarray technology that a large number of genes, represented by EST sequences, are differentially expressed during sea cucumber intestinal regeneration. Nonetheless, microarray results are not fool-proof and must be validated by other methods. An indirect way of validating our results is to compare this microarray data to previous work from our laboratory showing individual gene expression patterns. Two examples of these are the expression of serum amyloid A (SAA) [14] and of ependymin [15], both of which have been well studied in the laboratory using a range of molecular techniques. SAA was shown by Northern blot analysis to be over-expressed during regeneration, with a peak during the second week[14]. Our microarray results also show SAA over-expression during intestinal regeneration, although the expression peak somewhat differs, occurring during the first week. This difference might be due to the fact that SAA is also associated with the immune status of the animals [26] therefore this status might differ between the animals used in the present experiments from those used for the Northern experiments performed years ago. On the other hand, the expression of ependymin, a gene associated with regeneration and plasticity, was previously shown to increase during intestinal regeneration [15]. These results were obtained with the highly accurate technique of quantitative Real Time PCR, showing a peak in expression at 7-dpe and no change at 3- or 14-dpe. These results are closely reproduced in our microarray analyses which show significant differences between 7-dpe animals and uneviscerated, but no differences at 3- or 14-dpe.

The comparison of RT-PCR results and microarray data obtained for fifteen selected ESTs provides a direct corroboration of their differential expression during intestinal regeneration. These results show that 11/15 of the sequences behave essentially the same whether measured by microarray or RT-PCR. Moreover, even the statistical significance of the result is within the same ballpark figure. The differences between RT-PCR and microarray results of the four remaining sequences (*Hox 12, actins 1, 2 *and *3*), is mainly due to the RT-PCR results not being statistically significant, although in some cases they follow the same trend. It is interesting that these sequences are among the ones known to have closely related sequences in the genome (multiple actin genes and Hox genes), thus suggesting that the lack of correlation at some stages might be due to primers hybridizing with other sequences and increasing the background noise, making the RT-PCR results less sensitive than the microarray.

### • Why do so many genes show differential expression?

One of the most striking results from our microarray experiments, is that a high percentage of the spotted ESTs were found to be differentially expressed. Even when considering a very high level of significance (p < 0.001) more than a third of the ESTs showed differential expression. This contrasts with other regeneration studies where a smaller number of genes were found. For example, in studies of zebrafish heart regeneration, only about 5% of the assayed genes were found to be differentially regulated [27] and between 8 and 14% in studies of liver regeneration in rodents [28,29].

The reasons for these differences might be due to two factors. First, most of our ESTs were obtained from cDNA libraries of regenerating intestine, thus the original pool of ESTs is probably biased toward those genes that are highly expressed in regenerating tissues. This was confirmed by the results themselves: the set of probes differentially expressed at 3dpe and 7dpe were 81.25% from the 3- and 7-dpe libraries and only 18.75% from the Normal library. In contrast, 42% of the down-regulated sequences come from the Normal library. Second, the process of intestinal regeneration that we are studying is complex and involves organogenesis, not merely wound healing. Furthermore, the intestine is an organ with multiple cell types and embryological origins. The intestine has components of the three embryonic germ layers, the enteric nervous system being an ectodermal derivative, the luminal epithelium an endodermal derivative and the muscular layer and submucosa being mesodermal derivatives. Therefore, when compared to a process such as heart or liver regeneration, where fewer cell types or more limited regeneration is involved, a larger number of genes might be necessary to be modulated to achieve the formation of the new intestine. Moreover, in the study of zebra fish heart, regeneration was limited to the ventricle and only to a portion of the organ since only 20% of the ventricle was removed. This contrasts largely from our studies in the sea cucumber where the new intestine must be completely formed from the remaining mesentery. In fact, a large number of differentially expressed genes was also found in another organism with high regenerative potential, the salamander *Ambyostoma mexicanum*. In this species when the tail, including the spinal cord segment is amputated, 76% of the genes in the microarray were differentially expressed [30]. It is interesting that they also found that even when increasing the stringency of the statistical analyses the number of differentially expressed genes (35%) was still significant. Thus, regeneration in deuterostomes imply the upregulation and downregulation of a large number of genes, making the search for "master regeneration genes", much more difficult than anticipated.

In view of this difficulty, we have developed certain strategies aimed at singling out those genes that might play important or crucial roles in regeneration. First, is to focus on genes that are differentially expressed at the 3-dpe stage. Previous experiments from our laboratory have shown that the cellular processes associated with intestinal regeneration occur early in intestinal regeneration. By 7-dpe, the blastema-like structure that will be the primordium for the new intestine is already formed [6]. Thus, genes associated with initiating regeneration must be regulated earlier than at 7-dpe. In this respect, some of the most likely candidates will be those genes that are differentially expressed between the 3- and 7-dpe stages. Second, focus on those genes that are most highly differentially expressed, such as those that were identified on our Top ten analyses. Third, look at sequences that form contigs. Although the presence of multiple contigs might be explained by several factors (some of them technique-related), they could be reflecting the abundance of gene expression in the original cDNA libraries, and therefore at the stage from where the library was made. Fourth, is to aim at those genes that have been previously associated with organogenesis in other species (see the following section). Finally, we expect that novel genes associated with regeneration will be characterized from our data. Thus, those sequences, and in particular those contigs that show ORFs with no similarity to sequences in databases are the strongest candidates to be pursued.

### • How do microarray results correlate with organogenesis processes that occur during embryonic development?

#### Developmental Genes

The finding of genes associated with embryonic development being differentially expressed during regeneration is not surprising since developmental gene pathways have been found to occur or be activated during regenerative processes [22,23]. Thus, these genes and signaling pathways provide excellent targets to study the molecular events of intestinal regeneration.

One of the most studied groups of genes is the Hox genes, which encode transcription factors that specify the body axis during embryonic development. Hox genes have been implicated in various regeneration processes, including the regeneration of amphibian tails and limbs [31-33], hydra [34], rat liver [35], and zebrafish tail [36] among others. This expression can be spatially or temporally specific in regenerating tissues [37,38]. It is particularly interesting that *Hox12 *had previously been found in our regenerating intestine cDNA library and that there is some evidence for homeobox gene involvement in echinoderm regeneration [20]. The finding that the most posterior genes (*Hox 9*, *10 *and *12*) are the ones that showed an increase in expression during intestinal regeneration coincides with findings in the mammalian digestive tract where Hox genes are known to be expressed in a rostral-caudal gradient, and the Hox genes near the 5' end are expressed in the posterior digestive tract, i.e. intestine [39]. These are the same genes that when mutated cause defects in the development of the posterior digestive tract [40,41].

Similarly, the finding that a Wnt homologue (*Wnt-9*) was overexpressed in the regenerating intestine during the first two weeks of regeneration coincides with published data on this molecular family. Wnt molecules are extracellular molecules that bind to their receptors and activate a signaling pathway that includes other known proteins, such as B-catenin. In recent years, Wnt pathways have been increasingly associated with regenerative phenomena. Wnt was found to be involved in blastema formation of the regenerating limbs of anuran tadpoles [42] and in lens regeneration in newts [43]. In mammals, Wnt has been studied in bone [44], hair follicle [45] and deer antler regeneration [46] among others. Liver regeneration was retarded in the absence of beta-catenin [47]. Wnt apparently plays a key role in the control of intestinal stem cell proliferation and differentiation [48]. Thus, it will be of great interest when the holothurian *Wnt-9 *expression is localized to determine which intestinal cell types are expressing this protein. Wnt pathways have also been involved in other invertebrate regeneration models. In planaria, Wnt is necessary for proper brain pattern formation [49] and B-catenin for antero-posterior axis formation during regeneration [50].

Lastly, the family of bone morphogenetic proteins (BMPs) has been increasingly associated with regenerative phenomena. In newts, BMPs have been associated with the potential of the ventral iris to regenerate a new lens [51]. And in zebrafish, at least three members of the BMP family have been associated with fin regeneration [52]. Inhibition of BMP activity using the BMP antagonist, noggin, caused a reduction in blastema cell proliferation and a reduction in bone matrix deposition. Similarly, in experiments using transgenic Xenopus tadpole with increase noggin expression, both tail and limb regeneration were inhibited [53]. Finally, BMP has been shown to be essential for the correct establishment of the dorso-ventral axis during planarian regeneration [54,55]. BMPs have also been associated with normal gastrointestinal tract development in vertebrates, and alterations in their expression caused morphological abnormalities in the intestinal tissues ([56,57]). BMP have also been shown to be required for proper cloaca formation [58]. Therefore, the overexpression of BMP during intestinal regeneration observed in our system is consistent with its role in the proper formation of the digestive tract organs.

### • How do microarray results correlate with cellular processes that occur during intestinal regeneration?

In order to understand how changes in gene expression are associated with changes at the tissue and organ levels it is important to have a clear understanding of the cellular events that underlie the regenerative process. For this reason, our laboratory has described the intestinal regeneration process in *H. glaberrima *from the cellular perspective [6-12]. Two events in particular are to be highlighted in view of their possible association with the differential gene expression profile, one is the change in cytoskeletal proteins and the second the remodeling of the extracellular matrix.

#### Cytoskeletal Proteins

Previous studies from our laboratory have shown dramatic changes in the cytoskeleton of cells in the regenerating intestine. Many of these changes were associated with de-differentiation of the mesenterial muscle during the initial regeneration stages and with the processes of myogenesis, innervation and luminal epithelial formation in later regenerative stages [6,8,10,11]. In fact, during the regenerative process muscle cells actively extrude their contractile apparatus as spindle-like structures (SLSs) [8]. This has also been shown in other echinoderm regenerative phenomena [1,59]. We can speculate that the under-expression of some actin and myosin isoforms is associated with this dedifferentiation process. Similarly, the over expression of some actin isoforms could be associated with the migration of cells into the regenerating tissue [7,9], or with the eventual differentiation of cells from committed precursors [11]. Nonetheless, these hypotheses will need to be verified in future experiments using *in situ *hybridization and immunochemical analyses.

One of the most interesting findings is the under expression of gelsolin in early regenerative stages. Results by Cowin and colleagues [60] have shown that gelsolin mRNA was upregulated and gelsolin protein was associated with actin filaments in the fetal skin of embryonic day 19 rats, but not at embryonic day 17. This is the age gap when fetal wounds properties change from being scar-free to scar-forming. In culture, skin from 17 day embryonic rats can epithelialize an excisional wound in culture, but this ability is lost by embryonic day 19. Thus, our finding of a correlation between gelsolin gene under-expression and early intestinal regeneration suggests that gelsolin might play an important inhibitory role in the process of wound healing and regeneration.

#### ECM

One of the events that is common to most regenerative processes is the remodeling of the extracellular matrix. These changes, which have been well studied particularly during epithelial wound healing, involve the replacement of the ECM by a transient ECM that facilitates the cellular events associated with the regenerative response [61]. In the holothurian intestinal system we have previously shown a dramatic extracellular remodeling during the early stages of regeneration [12]. During this time collagen and laminin immunoreactivities disappear from the mesentery that gives rise to the new organ. Similarly there is a rise in the activity of MMPs that coincides with the major changes in the ECM. Moreover, we showed that inhibition of MMPs at this time point causes an inhibition of the regeneration process [12]. At the microscopic level, the changes of ECM and MMP activity coincide with an increase presence of phagocytic amoebocytes in the regenerating areas [8]. Therefore, the differential expression of various molecules associated with ECM remodeling, particularly the MMPs provide specific targets to define their role in the regeneration process.

### • How do our results serve to advance the regeneration field?

The cellular and molecular processes of organ regeneration have received increasing attention in recent years [5]. In fact, the question of **what controls organ regeneration? **has been highlighted as one of the top scientific issues that deserves to be studied with high priority [62]. However, organ regeneration remains one of the least understood biological processes, particularly at the molecular level. Progress toward characterizing the molecular basis of regenerative processes has been modest for at least three reasons [63,64]. **First**, the regenerative capacity of most vertebrate animals is relatively limited [3], so popular biomedical models are not very useful. For example, some mammalian tissues (*e.g*., intestinal epithelia) and organs (*e.g*., skin and liver) can readily regenerate, but others, like heart and nervous tissues, have little or no regenerative capacity. **Second**, although development is a process closely akin to regeneration, most animals used extensively to study the molecular aspects of development (worms, fruitflies, zebrafish, chickens and mice) lack robust regenerative capacities. **Third**, those animals with remarkable regenerative capacities, such as coelenterates, flatworms, tunicates, newts and echinoderms have been little studied at the molecular/genetic level [1,20,65].

This has started to change and ongoing projects promise a bright future for the identification of regeneration-associated genes. Among the studies/models that need to be highlighted in terms of EST/genomic are those in amphibians [30,66,67], zebrafish [27,68,69], ascidians [70,71] planaria [4,55,72-77] and Hydra [78-81]. However, the only echinoderm studies are those of the sea urchin genome [82], which ironically is the echinoderm group with the least regenerative capacities [83].

Analyses of regeneration-associated genes in multiple models will lead to important comparative studies among species with highly developed regenerative capacities or between closely related species where good and poor regenerators are found. The importance of comparative studies using a large range of animal models was highlighted by Sanchez Alvarado and Tsonis [4] who described the differences and similarities in the regeneration mechanisms among diverse animal species. Other investigators pointed out that the echinoderms were largely excluded from this analysis [84], a fact explained by one of the authors [21] as being due to the lack of modern molecular tools to study the regeneration phenomena. Nonetheless, all investigators agreed that the application of genome-wide profiling approaches (as well as other tools) to the echinoderms would provide significant contributions to the understanding of regeneration. Thus, the present results represent an important step toward the molecular study of the amazing regenerative capacities of echinoderms and more specifically toward their use to better understand how organs can be regenerated.

## Conclusion

Despite the apparent simplicity of the echinoderms, here we show that the organ regeneration is a complex process that involves the up-regulation and down-regulation of thousands of genes. Consistent with previous findings, these genes have been reported as involved in regeneration, development, ECM rearrangement, cytoskeleton reorganization and wound healing such as Wnt-9, BMP-1, Hox12, Tubulin, Tens-R, MMPs and gelsolin respectively. Moreover, a large number of unknown genes were also found to be differentially expressed at different stages of regeneration and might represent novel genes. Finally, here we show that intestine regeneration in the sea cucumber is a novel and important model for studies to identify and characterize the molecular basis of regenerative processes.

## Methods

### Microchip preparation

We have used the Agilent platform to design, perform and analyze custom-made *H. glaberrima *arrays. For this we used the "eArray" server from Agilent to design 60-mer probes that were synthesized on the microarray. A design with 15744 spots on each array and 8 arrays per slide was selected. All sequences from the cDNA libraries of normal and regenerating intestines were represented at least twice. Thus, 14352 (91.2%) probes were from 6287 clean sequences from *H. glaberrima*. We also spotted other sequences. These sequences represented genes associated to development, regeneration, proliferation, wound healing and growth. This pool included 150 probes from the sea cucumber *Apostichopus japonicus *(reported by Zheng et al. 2006), 8 from other holothurians that could be found in the NCBI database and 658 from the sea urchin *S. purputatus *(whose genome was recently sequenced [82]). Finally, 40 probes were from vertebrate organisms including mice, zebrafish and axolotl. Technical controls were 536 (3.4%).

#### Animals and treatments

Adult sea cucumbers (10~12 cm long) were collected from the north-eastern rocky shores of Puerto Rico. Animals were eviscerated at day 0, by intra-coelomic injection of 0.35 M KCl. They were left undisturbed in the aquaria to allow regeneration for 3, 7 and 14 days. At each time-point, animals were anesthetized by immersion in ice-cold sea water for 45 min. A dorsal incision was made to completely expose the internal cavity and allow the dissection of the intestinal primordium (3-, 7- or 14-dpe). After dissection, the regenerating intestines were placed in RNAlater^® ^(Applied biosystems/Ambion, Austin TX) solution for RNA extraction. Uneviscerated (normal) animals were used as controls. One group was injected once with 1 mg lipopolysaccharides (LPS) diluted in 0.5 mL filtered sea water as reported by [85]. Intestines of the LPS treated animals were dissected 48 hrs after injection.

### RNA Extraction

RNA was extracted using a combination of the [86] method using Tri-reagent^® ^(N.93289, Sigma, St Louis, MO) and the RNAeasy mini kit from Quiagen (Valencia, CA) The concentration and integrity of RNA were determined using the NanoDrop-1000 Spectrophotometer (NanoDrop Technologies, Rockland, DE) and the 2100 Bioanalyzer (Agilent) with an RNA 6000 Nano LabChip^® ^Kit at the Functional Genomics Research center (FGRc -UPR, Puerto Rico).

### Synthesis and labeling of cRNA

RNA samples were amplified and labeled using the Low Input Fluorescent Linear Amplification kit (Agilent). Briefly, cDNA was first synthesized combining 300 ng of RNA with T7 promoter primers, 5× First Strand Buffer, 0.1 M DTT, 10 mM dNTP mix, MMLV RT and RNaseOUT. This reaction mix was incubated at 40°C for 2 h. Then, cRNA synthesis and dye incorporation were performed as follows: cDNA of the first reaction was combined with cyanine-3-CTP (Cy3, 10 mM) or cyanine 5-CTP (Cy5,10 mM) and the Transcription Master Mix (4× transcription buffer, 0.1 M DTT, NTP mix, 50% PEG, RNAseOUT, inorganic pyrophosphase and T7 RNA polymerase) at 40°C for 2 h. The fluorescently labeled cRNA products were purified using RNeasy mini spin columns (QIAGEN), subsequently analyzed for yield and dye incorporation using the NanoDrop, and finally stored at -80°C until needed. Only samples that presented a concentration of more than 8 pmol/mg (measurement representing efficiency of dye incorporation) were used for hybridization as recommended by the manufacturer.

### Hybridization & Scanning

Cy3 and Cy5-labeled cRNAs were combined, fragmented, and hybridized to an 8 × 15K 60-mer oligo microarray (Agilent) for 17.5 h at 60°C with continuing rotation at 4 rpm. After hybridization, slide arrays were subjected to two successive washes (wash solution 1: 6× SSPE, 0.005% N-Lauroylsarcosine, and wash solution 2: 0.06× SSPE, 0.005% N-Lauroylsarcosine) and dried with the Stabilization and Drying Solution (Agilent). Arrays were immediately scanned in a G250B Microarray Scanner (Agilent) to obtain fluorescence intensities and Cy5/Cy3 ratios for each gene on the array (see below). Scanning parameters were used as recommended by the manufacturer. The resolution settings for scanning were 5 μm using minimum (10%) and maximum (100%) Photo Multiplier Tube detection sensitivities.

### Microarray Experimental Design

The experimental design consisted of comparisons between Normal (non-eviscerated) intestinal tissues and 3-, 7-, and 14-dpe regenerating intestines. To determine differences in gene expression between regenerating stages we also compared directly 3- vs. 7-dpe and 7- vs. 14-dpe (Figure 8). Comparisons were also made between the intestinal tissues of normal and immune activated animals (injected LPS). There were only 48 genes differentially expressed between normal and LPS-immune activated intestines and these genes will be discussed elsewhere. 

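The 77 probes changed after LPS held 56 distinct 60-mers, and the files do not give the genes these belong to.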

(F. Ramirez-Gomez et al. in prep.) These genes were subtracted from the regeneration profile to ensure that genes associated with the regeneration phenomenon were not differentially expressed due any possible immune activation (e.g., because of bacterial invasion during the evisceration process).

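Of the 77 probes changed after LPS, 60 were also changed in at least 1 regenerating stage against normal intestine. Of these, 50 were changed at 3 dpe, 28 of them in the same direction as after LPS. Taking out the 77 probes left 10061 probes, or 66.2% of all, changed in at least 1 stage.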

Technically, for each comparison, the microarray experiment was done twice, one using different biological samples, each consisting of a sample pool from 3 animals. Of the two biological replicates one was always performed as a dye-swap in order to correct any dye bias.

**Figure 8:**
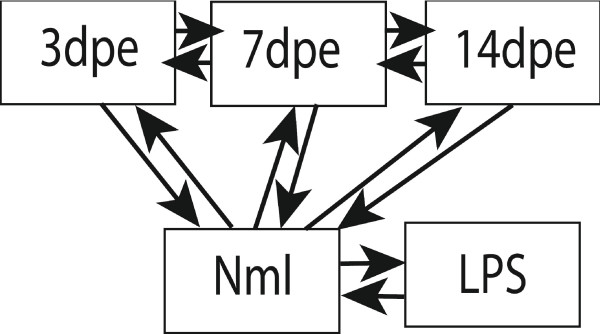
**Microarray experimental design**. Normal (Nml) and regenerating intestines at 3, 7 and 14 dpe (days post-evisceration) were compared among them. Each experiment was replicated as a dye swap with different biological samples. LPS treated tissues where used to normalize the expression for immune activated genes. Arrows show direct comparisons.

### Microarray data analysis

Microarray data was extracted with Agilent's Feature Extraction software (version 5.1) and analyzed using the Limma package of Bioconductor. The data discussed in this publication have been deposited in NCBI's Gene Expression Omnibus [87] and are accessible through GEO Series accession number GSE16182 . The analysis of the microarray data consisted of the following steps: 1) within-array and between-array normalizations; 2) fitting the data to a linear model; and 3) computing differential gene expression. For normalization purposes [88] MA-plots were generated representing the (R, G) data (R = red for Cy5 and G = green for Cy3), in which the log ratio of R versus G (M value = log_2 _R/G) was plotted against the overall intensity of each spot (A value = log_2 _(R + G)/2. Within-array normalization was first applied and M-values were normalized within each array using the Global Loess Normalization method. Aquantile normalization was then applied to the A-values as a method for between-array normalization, to assure that the intensities and log-ratios had similar distributions across arrays. To estimate the average M-value for each gene and assess differential gene expression, a simple linear model was fit to the data, and M-value averages and standard deviations for each gene were obtained. To find genes with significant expression changes between groups, empirical Bayes statistics were applied to the data by moderating the standard errors of the estimated M-values. P-values were obtained from the moderated t-statistic and corrected for multiple testing with the [89] method. The null hypothesis, that there is no differential expression of genes between regeneration stages compared with normal tissues, was rejected for p-values lower than 0.05. Thus, the change in expression is given by the fold change while the believability of the change is given by the odds. Alternative to this method, the GenePix Pro 6.0.1.26 and Acuity 4.0.0.60 software (from Molecular Devices, Sunnyvale CA) was also used to analyze gene expression values (log ratios) and perform clustering analyses. Methods used to visualize the expression profiles included hierarchical [90] and non-hierarchical clustering such as Self-Organizing Maps (SOM, [91]).

### Gene expression analysis

The differential expression of the genes of interest was semi-quantitatively determined by gene-specific relative RT-PCR. Primers were designed for optimal performance using the Primer3 and Net primer web-servers [see additional file 4 for the list of primer sequences]. All primers were synthesized by AlphaDNA (Montreal, Canada). PCRs were performed in the Mastercycler ep (Eppendorf, Westbury, NY) using the Promega's Taq-Polimerase kit (Madison, USA). Cycling conditions for the amplified products were as follow: 94°C × 1 min, 55°C (± 3°C) × 1 min, 72°C × 1 min; all performed for 35~40 cycles. Optical densities of the PCR products were measured using Photoshop (Adobe). Values were extracted for background and then normalized against NADH-dehydrogenase unit 5 (NADH, 241 bp). Each stage of regeneration was analyzed with at least an N = 7, each sample represented the intestine of one individual. Statistical test of mean comparison was carried in R  under the null hypothesis that there is no differential expression between different stages of regeneration and normal tissues. Significance of the paired t-test was assumed at p < 0.05.

## List of abbreviations

**cDNA**: complementary DNA; **EST**: Expressed sequence tag; **Dpe**: Days post evisceration; **RT-PCR**: reverse transcriptase polymerase chain reaction; **LPS**: lipopolysaccharides; **MMP**: Matrix metalloproteases; **GO**: Gene Ontology; **ORF**: Open Reading Frame; **UTR**: Untranslated region; **mRNA**: Messenger RNA; **SLS**: spindle like structure; **ECM**: Extra-Cellular Matrix.

## Authors' contributions

POP designed and carried out the study, analyzed and interpreted the data, and drafted the manuscript. FRG helped in the design and participated in the molecular experiments. CRC, JRL, ESC, ATMM and KT participated in cDNA library construction, EST characterization and analysis and gene identification and sequencing. JPO, SGD, FSD, JH, and CDA performed most of the validation experiments and participated in the analysis of data. HOZ helped in bioinformatics analysis. JEGA conceived the study, participated in its design, data analyses and helped in the manuscript preparation. All authors have given final approval of the version to be published.

## Supplementary Material

Additional file 1 **Microarray internal controls performance**. Numerical and graphical representation of the internal control signals. Click here for file

Additional file 2 **Normalization procedure**. Example of two random selected arrays before and after normalization. Click here for file

Additional file 3 **Dye-swap hybridization**. Bottom left corner of one array and the same corner in the corresponding dye-swap microarray Click here for file

Additional file 4 **Primers**. List of primers used for validation. Click here for file

# Supplementary material for: Gene expression profiling of intestinal regeneration in the sea cucumber
**Source:** BMC Genomics. 2009 Jun 8;10:262. doi: 10.1186/1471-2164-10-262
**Supplement:** Additional file 4 — Primers. List of primers used for validation.

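Each primer pair lists a forward and a reverse sequence, and the forward primer reads in the direction of the transcript. A 60-mer that contains the forward primer, or the reverse complement of the reverse primer, was taken as a probe of that gene. Besides the genes of the RT-PCR profiles, the primers of TCTP matched 2 probes with different sequences. Their median log2 ratio to normal intestine was 0.45 (standard error 0.18) at 3 dpe, 0.69 (0.17) at 7 dpe and 0.22 (0.32) at 14 dpe. Both changed at 7 dpe, with an adjusted p of 0.0028 from limma as their median, and at 3 dpe both passed an adjusted p of under 0.05 but not 0.01. The call at 7 dpe was lost in 4 of 31 alternatives. In 1 of them replicate 2 of 7 dpe against normal intestine was left out, and the ratio was 0.56.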

Additional File 4: Primers used for validation.

| Gene ID  | Dir | Primer                   | Prod. Size |
|----------|-----|--------------------------|------------|
| MMP-11   | Fwd | TGATGAAGACGGGAATAATG     | 487        |
|          | Rev | AGAGGACAACCAAGCACGA      |            |
| MMP-14   | Fwd | TGCTTGGCATTTCAGACACTT    | 357        |
|          | Rev | ATCCTGGGAGAGGGTTTAGG     |            |
| MMP-15   | Fwd | CGGTTGTTCATCGTATGTTTG    | 366        |
|          | Rev | CATTCCTCCTGAGTGGGTGTA    |            |
| Tens-R   | Fwd | GCAAACATACCACAACGAGA     | 236        |
|          | Rev | CACCCCGTACAAATCCAAG      |            |
| Wnt      | Fwd | AAAAGGCGTCACTCTGCT       | 357        |
|          | Rev | CACACACCCCAAAATCG        |            |
| TCTP     | Fwd | TTTGCTATTTCCCAGGAT       | 288        |
|          | Rev | TTCATTTCTGTAAGCCCAT      |            |
| BMP-1    | Fwd | TACAATAAACAGAAAGGGCT     | 343        |
|          | Rev | TGGCAACAAGTGGGGTA        |            |
| Cadh-1   | Fwd | CATGACAGGGAAGGTAGGAGA    | 385        |
|          | Rev | CTGAGATGAGGATGAACGCA     |            |
| Unk-E    | Fwd | AACTCAGGCGTGGAGATAGAAC   | 258        |
|          | Rev | ACACAAGGAGGAATTTAGAAGGG  |            |
| Unk-F    | Fwd | TATTTTCCAGTGCCAGATTCAGT  | 487        |
|          | Rev | GAGTTCTACAAAGCTCACCCAGA  |            |
| Unk-G    | Fwd | GAAGCCTTTTGTCTTACGA      | 348        |
|          | Rev | TGTTTGTGGTTGGATAGTGC     |            |
| U-5501   | Fwd | AAACACAGGAGGTTGGGGA      | 400        |
|          | Rev | ACGCTGGTGGCTTTCTTG       |            |
| U-5242   | Fwd | GCAGTAAGAGACAGTAACGAAACA | 294        |
|          | Rev | AGAAATAGAAAGACTCCCACCAC  |            |
| U-4874   | Fwd | AAATGGCCCTCCCTACCTC      | 482        |
|          | Rev | TATGCTTCCTCACCCAATCC     |            |
| NADH     | Fwd | CGGCTACTTCTGCGTTCTTC     | 241        |
|          | Rev | ATAGGCGCTGTCTCACTGGT     |            |
| Actin -1 | Fwd | ATCGTGTTGCATTCGTGTTG     | 200        |
|          | Rev | TCCTTCAGGTGGTCAGTCCT     |            |
| Actin -2 | Fwd | AAGCCACCGTCAGTGAAAAA     | 399        |
|          | Rev | CCGTGGACAAGATGACAAGA     |            |
| Actin -3 | Fwd | CTCACTTCGTTGGAACCACA     | 156        |
|          | Rev | TGCATCTTCATAGCCAGCTT     |            |
| HgHox12  | Fwd | TGCGGAGTACAGGGGTTTAC     | 191        |
|          | Rev | GACTTGCAGACGAGGACACA     |            |

How the deposited data were processed for this re-analysis (not part of the article)

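Gene expression in the intestine of the sea cucumber was measured on 16 custom 2-colour arrays of 60-mer probes, placed on 2 slides of 8. Each array compared a pair of RNA pools of 3 animals from 5 groups, namely normal intestine, intestine 48 h after LPS and regenerating intestine at 3, 7 and 14 dpe. The 7 comparisons made on the arrays were 3 dpe, 7 dpe and LPS against normal intestine, 7 against 3 dpe, 14 against 7 dpe, and 3 and 7 dpe each against LPS. Group, dye and slide of each array were taken from the sample labels and the array headers. For 1 array of LPS against normal intestine the title names a technical replicate and the description a biological one with swapped dyes, and since its dyes are those of replicate 1 it was treated as a technical repeat of that array. The labels do not state which pools recur on several arrays, so channels of the same group were treated as independent.

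The per-spot intensities deposited by the authors are mean brightness values of each spot and median brightness values of its local background in both channels, with no normalization, written by Feature Extraction 9.5.3.1 according to the file headers. The same files hold processed intensities, which the authors' software had corrected for background and spatial trends and normalized between the dyes. The deposited log10 ratios are those of Cy5 to Cy3 processed signals, made by the same software, and the value table of the deposited series holds the same log10 ratios. The scanned intensities were used for every result, and the processed intensities and the table of the series in alternatives alone.

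All steps were run in R 4.3.3 with limma 3.58.1 and data.table 1.17.8. The scanned intensities were corrected for background by the normexp method with an offset of 50, fitted on all 15744 spots. The 536 control spots were then taken out, and the log2 ratios of Cy5 to Cy3 were normalized by global loess within arrays and by Aquantile between arrays. Spots with a non-uniformity or population outlier mark in either channel, between 6 and 108 per array, were left out. No spot was saturated. The paper's methods name limma, global loess, Aquantile, a linear model and empirical Bayes moderation, while no method of background correction was found in its text.

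The array labelled a technical repeat of LPS against normal intestine was averaged with the array of the same dye orientation, which gave 15 columns. A linear model with 4 coefficients, for LPS and for 3, 7 and 14 dpe against normal intestine, was fitted in limma with 11 residual degrees of freedom, and its empirical Bayes moderated test was applied to each comparison. All adjusted p-values are from limma, by the Benjamini-Hochberg method over 15208 non-control probes, and a probe was called changed at an adjusted p under 0.01 except where 0.05 or 0.001 is given. Standard errors of log2 ratios are those of limma after moderation. Stage-specific probes were called at an adjusted p under 0.05. Those of 3 dpe are higher at 3 than at 7 dpe, those of 14 dpe higher at 14 than at 7 dpe, and those of 7 dpe higher at 7 dpe than in normal, 3-dpe and 14-dpe intestine.

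A gene-specific dye effect was tested with an intercept added to the model. The comparisons form 3 closed loops, and each was tested by the difference between a direct comparison and the path around it, which limma called in 0 probes for every loop, with 69 probes at an unadjusted p under 0.05 for 7 dpe through 3 dpe, 187 for 3 dpe through LPS and 11 for 7 dpe through LPS. Clusters came from a batch self-organizing map of 4 by 2 nodes with 60 passes and 10 random starts. Correlations are Pearson's r across probes, which are not independent replicates, with Spearman's rho as an alternative.

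Sequences to be named were set by a rule before the data were examined. It took every sequence that the paper names and the array files identify by that name, and for 3, 7 and 14 dpe and LPS against normal intestine the 5 probes with the largest rise and the 5 with the largest fall among called probes whose direct arrays all have that sign. The array files hold no names, so that the first part gave no sequence, and matching the 60-mers to the 38 published primers was added after the files were seen. It is not part of the rule. A probe that was not well above background in any channel of a group was given a lower bound instead of a fold. The bound compares mean channel intensities over arrays and slides, so it is open to dye and slide bias, and none is given where it exceeded the fitted fold. At most 2 probes that rose and 2 that fell are given by their identifier.

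The signal over the local background had a median over probes of 62.0 in Cy3 and 93.3 in Cy5 as medians over arrays, and between 78.7% and 91.8% of the probes of a channel were well above background. The processing was tested on simulated data, in which known changes of 1 on the log2 scale were recovered in 67% of 200 probes for 3 dpe, 76% for 7 dpe, 4% for 14 dpe and 74% for LPS against normal intestine, in 74% of 400 probes for 7 against 3 dpe and in 26.8% of 400 for 14 against 7 dpe, without a call of the wrong sign. Many more probes changed at 3, 7 and 14 dpe in the data than in the simulation. The adjusted threshold was therefore stricter in the simulation, and its shares need not hold for those stages. For the loops a change of 2 on the log2 scale was recovered in 76 of 200 probes for 7 dpe through 3 dpe, 57 for 3 dpe through LPS and 70 for 7 dpe through LPS, so most changes of that size would be missed.

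The results were recomputed under 39 alternatives, of which 16 left out 1 array each. The other 23 changed the background correction, the within-array or between-array normalization, the source of the values, the spots and dim probes used, the technical repeat, the dye terms, the model, the arrays in the fit, the threshold, the correlation or the clustering. For 5 results, groups were also assigned to the array channels anew 100 times, the real assignment included, and for LPS the same was done among the LPS and normal channels alone. Genes without a matching probe, the RT-PCR measurements and the sequence annotations were not analysed here. The probes of other species were kept among the 15208, because the files do not mark the species of a probe.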

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

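The tests of the bright normal channel were chosen after their result was seen, those of opposite directions after the numbers of such probes were known but before their own result was seen, and that of the arrays against LPS before its result.

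Among the 8 channels with normal intestine, the Cy5 channel of replicate 1 of 3 dpe against normal intestine had a median net signal of 5912, while the other 7 lay between 2001 and 3836. Its gap to the next channel was 0.531 of the whole range, above Dixon's 95% critical value for 8 values. Of the 8 tests made over 4 groups and 2 measures this was the only one past its critical value, and only narrowly. Chance alone takes about 1 in 20 such tests past it, so 1 among 8 is not unusual. A wrong label is argued against, since the array's log2 ratios matched its own label best among 20 ordered pairs of groups (rank 1, r of 0.914 across probes). What stays open is the slide. The 8 Cy5 channels of slide 2 had a median of 6365, against 3732 on slide 1, and the channel ranked 6 among those of slide 2, brightest first, so that its signal may reflect Cy5 on that slide. It is the only normal channel in Cy5 on slide 2, against 2 on slide 1. No biological explanation was tested, since the pools of normal intestine do not differ by design. Without this array 8071 probes changed at 3 dpe in place of 8952.

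Some probes changed in opposite directions in different stages, with the difference between the stages itself called by limma at an adjusted p under 0.01. There were 52 such probes for 3 and 7 dpe, 37 for 7 and 14 dpe and 34 for 3 and 14 dpe. Of the 34, 28 were higher than normal at 3 dpe and lower at 14 dpe, and 6 the reverse. A gene-specific dye effect that differs between the slides was argued against as their cause, since with a dye term for each slide 46 of the 52, 33 of the 37 and 31 of the 34 probes stayed. The totals with that term were 74, 50 and 54, in a fit that called more probes in general. With median centring in place of loess within arrays they were 10, 0 and 3, so that the within-array normalization may account for most of these probes. At an unadjusted p under 0.05 in limma the numbers were 186, 179 and 182 with loess and 95, 39 and 56 with median centring. Part of the drop may come from lower power, since median centring also lowered the probes changed at 14 dpe against Normal from 2435 to 1323. A change of direction with the stage of regeneration also stays open, as untested, because neither normalization is known to be the correct one.

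The arrays of 3 and 7 dpe against LPS intestine are not reported in the paper. Their signal was set beside that of the arrays of the 2 control tissues. With 1 coefficient for each comparison in limma, whose estimate rests on the direct arrays and whose spread is pooled over all arrays, those of 3 dpe against LPS had 5427 changed probes, 2706 higher and 2721 lower, and those of 7 dpe against LPS 3510, 1687 higher and 1823 lower. The arrays of LPS against normal intestine, fitted the same way, had 3 (675 at an unadjusted p under 0.05). In the fit with 1 coefficient per group the numbers were 8575 for 3 dpe and 7111 for 7 dpe. The arrays against LPS were compared with those against normal intestine, to see whether they carry the same change. The median r across probes, which are not independent replicates, was 0.905 for 7 dpe, between 0.892 and 0.919, against 0.880 among the arrays of 7 dpe and normal intestine themselves, and 0.902 for 3 dpe. The difference from LPS intestine is therefore consistent with the change from normal intestine, seen against another unregenerating control. Pools shared between the arrays would raise these correlations too, and the labels do not say whether pools were shared.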

How the results depend on the processing

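All alternatives reported here were set before the results were seen, and none was added later. For counts and correlations, 539 of 617 recomputed values stayed within 1.5 times the count or within 1 SD, and 78 moved. For named sequences and probes, 1271 of 1353 kept direction and side of the threshold, 31 were no longer called, 26 were newly called and 25 had the other sign. No paired analysis was possible because each array already sets its pair of pools against each other, and the labels give no pool or animal number that links arrays. Not run were the adjustment over the H. glaberrima probes alone and the result for probes of other species, since the files do not mark the species.

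Under the background corrections, choices of spots and handlings of the technical repeat that were run, the counts at 3, 7 and 14 dpe and after LPS against normal intestine, at 7 against 3 dpe and at 14 against 7 dpe stayed within 1.5 times, except that with the table of the series 49 probes changed after LPS in place of 77. Without background correction the sign of MMP-14, LPS vs Normal, which was -0.05 and not called, changed to 0.00688. It was 0.033 with plain subtraction, 0.025 with the processed signals, 0.02498 with the table of the series, 0.0289 with the technical repeat as a separate replicate and 0.18 with 1 coefficient for each comparison. For U-5501, 7 dpe vs Normal, at -0.09 and not called, the ratio was 0.0032 with the processed signals and with the table of the series, 0.20 with median centring and 0.58 with no within-array normalization. For Unk-F, 14 dpe vs Normal, at 0.06 and not called, it was -0.0252 with a dye term for each slide, -0.17 with 1 coefficient for each comparison and -0.0426 with only the arrays without LPS. For Unk-E, LPS vs Normal, at -0.12 and not called, 1 coefficient for each comparison gave 0.0928. The cause was not tested.

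With median centring in place of loess, the probes changed at 14 dpe against Normal were 1323 (789 higher and 534 lower, against 1123 and 1312), the probes changed after LPS against Normal 34 (29 and 5, against 53 and 24), the probes changed at 7 dpe against 3 dpe 2058 (547 and 1511, against 1334 and 1863), and the probes changed at 14 dpe against 7 dpe 313 (244 and 69, against 370 and 443). The dye effect was called in 6637 probes (4071 brighter in Cy5 and 2566 in Cy3, against 215 and 288), and the stage-specific probes, 7 dpe were 56. The median log2 ratio of all probes was -0.11 at 3 dpe and -0.13 at 7 dpe with median centring, 0.21 and 0.25 with no within-array normalization and 0.02 with loess.

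With no within-array normalization, 1366 probes changed at 3 dpe (898 higher and 468 lower, against 4546 and 4406), 1122 at 7 dpe, 0 at 14 dpe (726 at an unadjusted p under 0.05 in limma) and 0 after LPS (82 unadjusted). The probes changed at 7 dpe against 3 dpe were 6, all lower, and the probes changed at 14 dpe against 7 dpe 40, all higher. In at least 1 stage 10.5% changed, 17.0% at 0.05 and 5.33% at 0.001. The dye effect was called in 14594 probes, all brighter in Cy5, which follows from the construction, since the brightness of Cy5 is then not removed. The stage-specific probes, 3 dpe were 10, those of 7 dpe 0 (3 unadjusted) and those of 14 dpe 93. With quantile normalization of the single channels, the probes changed after LPS against Normal were 75, 43 higher and 32 lower.

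A dye term for each slide called the dye effect in 949 probes and gave 264 stage-specific probes, 7 dpe. With 1 coefficient for each comparison, which leaves 8 residual degrees of freedom, 5196 probes changed at 7 dpe, 1267 at 14 dpe, 3 after LPS (all higher) and 685 at 7 against 3 dpe (176 higher and 509 lower), and the percent of probes changed at any regeneration stage, threshold 0.001 was 29.7. The dye effect was then called in 0 probes (4057 at an unadjusted p under 0.05 in limma), and the stage-specific probes, 3 dpe were 1118 and the stage-specific probes, 7 dpe 64. With only the arrays without LPS, the probes changed at 14 dpe against Normal were 1285, the probes changed at 7 dpe against 3 dpe 1224 (346 higher and 878 lower) and the probes changed at 14 dpe against 7 dpe 503. The percent of probes changed at any regeneration stage, threshold 0.001 was then 35.3, the dye effect 0 probes (3606 unadjusted) and the stage-specific probes, 7 dpe 72. Both alternatives rest on fewer arrays for each comparison.

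Thresholds move counts by construction. With unadjusted p at the same threshold, the probes changed at 14 dpe against Normal were 3703, the probes changed after LPS against Normal 930 (527 higher and 403 lower), those at 14 against 7 dpe 1706 and the dye effect 2341, the loops had 5 probes for 7 dpe through 3 dpe, 14 for 3 dpe through LPS and 1 for 7 dpe through LPS, and the stage-specific probes, 7 dpe were 412 and the stage-specific probes, 14 dpe 1429. With a fold of at least 2, 5230 probes changed at 3 dpe, 3496 at 7 dpe, 1188 at 7 against 3 dpe and 58 after LPS (46 higher and 12 lower), 39.2% in at least 1 stage and 39.9% at 0.05, the dye effect was called in 0 probes (5 at an unadjusted p under 0.05 in limma), and the stage-specific probes, 3 dpe were 757 and the stage-specific probes, 7 dpe 30, with the fold required against normal, 3-dpe and 14-dpe intestine alike. With the stage-specific threshold at 0.01 those of 7 dpe were 58. With dim probes left out, which are a part of all probes, the cluster nearest to no change held 2789 in place of 4457. Spearman's rho of identical probes was 0.979 in place of 0.993.

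With each array left out in turn, the counts ran from 8071 to 9108 at 3 dpe, 6883 to 8055 at 7 dpe, 2194 to 3372 at 7 against 3 dpe, 998 (without replicate 2 of 14 against 7 dpe, and 1555 without replicate 1) to 2568 for probes changed at 14 dpe against Normal, 32 to 95 after LPS, and 337 (without replicate 1 of 14 against 7 dpe) to 844 at 14 against 7 dpe. Without replicate 2 of 14 against 7 dpe the probes changed at 14 dpe against 7 dpe were 578, 343 higher and 235 lower. The lone array left there is assumed to vary like the others. The probes changed after LPS against Normal were 46 without replicate 1 and 32 (26 higher and 6 lower) without replicate 2 of LPS against normal intestine, 48 without replicate 1 and 52 (43 and 9) without replicate 2 of 7 dpe against LPS, and 44 without replicate 2 of 3 dpe against LPS. The dye effect ran from 0 (without replicate 2 of 7 dpe against normal intestine, where limma called 4169 at an unadjusted p under 0.05) to 598, and moved by more than 1.5 times for 12 of the 16 arrays. Besides that array these were replicates 1 and 2 of LPS against normal intestine (231, and 297 with 169 brighter in Cy5 and 128 in Cy3), of 7 against 3 dpe (3, all brighter in Cy5, and 13), of 3 dpe against normal intestine (187 and 235) and of 14 against 7 dpe (271 each), replicate 1 of 7 dpe against LPS (282, 153 and 129), replicate 1 of 3 dpe against LPS (140) and replicate 3 of 7 dpe against normal intestine (151). Stage-specific probes ran from 2114 to 2742 for 3 dpe, 53 (without replicate 1 of 14 against 7 dpe, and 104 without replicate 2) to 191 for 7 dpe and 249 (without replicate 1 of 14 against 7 dpe) to 567 for 14 dpe. Changed in at least 1 stage were 63.1% to 67.5%, the median r of dye-swapped arrays was 0.748 to 0.880 and the cluster nearest to no change held 4279 to 4936 probes. The log2 ratio of MMP-14 after LPS ran from -0.19 to 0.0831, of Unk-E after LPS from -0.28 to 0.0494, of Unk-F at 14 dpe from -0.27 to 0.41, of U-5501 at 7 dpe from -0.23 to 0.0084 and of U-4874 at 14 dpe from -0.0341 (without replicate 2 of 14 against 7 dpe) to 1.51 (without replicate 1, when it was called).

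Median signal over background was 42.9 or more in every channel. It may limit the size of some falls more than the calls. Of the probes called at 3 dpe, 97.5% were well above background in some channel of both tissues, while 48 of the 424 that fell 8-fold or more were dim at 3 dpe. Probes dim in most but not all channels of a tissue are not counted as dim there. Leaving out dim probes moved none of the counts of changed probes in the 6 comparisons by more than 1.5 times.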

Differences from the paper's values

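No test in this part was chosen after the result was seen, and the comparison is with 32 to 35 alternatives set before the data were examined, of which 16 leave out 1 array each. The paper's numbers are over its own H. glaberrima probes and those given here over 15208 non-control probes. Of the 24 values compared, 9 differ.

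At 14 dpe alone 112 probes changed, where the paper shows about 15 in Fig. 1, read by eye. The fit without replicate 2 of 14 against 7 dpe gave 12, and no other alternative came within 1.5 times the paper's number. At 3 and 14 dpe without 7 dpe 58 probes changed, where the paper shows about 20 in Fig. 1, read by eye. The number was 26 with the processed signals of Feature Extraction, 18 with median centring, 18 with only the arrays without LPS, 30 without replicate 1 of LPS against normal intestine and 15 without replicate 1 of 14 against 7 dpe, and the other alternatives stayed more than 1.5 times away.

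In all 3 stages 2145 probes changed, and the paper's number is 1190. The number was 1257 with median centring, 1119 with 1 coefficient for each comparison, 1136 with only the arrays without LPS, 1507 with a fold of at least 2, 1433 without replicate 1 and 918 without replicate 2 of 14 against 7 dpe. The other 27 alternatives stayed more than 1.5 times away.

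Of probes specific to 3 dpe, taken as higher there than at 7 dpe, 2663 were found with 1894 distinct sequences, where the paper gives 55 probes and 17 genes. The paper also sets 3 and 14 dpe against 7 dpe for these counts, and which further conditions it applied is not known. None of 34 alternatives came within 1.5 times of either number. Of probes specific to 7 dpe there were 127 distinct sequences, and the paper gives 24 genes. The number was 35 with median centring, 25 with a fold of at least 2 and 36 without replicate 1 of 14 against 7 dpe, and the other 31 alternatives stayed farther away. For 14 dpe there were 421 distinct sequences against the paper's 13 genes, and none of 34 alternatives came within 1.5 times. Distinct 60-mers are not genes, since a gene can carry several.

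The largest fall at 3 dpe was -9.27 on the log2 scale (SD 0.11 over the 2 direct arrays, which gave -9.14 and -8.97, and standard error 0.22). The largest in the paper's top list is -8.96457, close to 1 of the direct arrays. The paper chose that list by p-value first and fold change second, so it need not hold the largest fall of the paper's own fit. The fall here was -8.91 with median centring and -9.05 with 1 coefficient for each comparison, and the other alternatives differed by more than the SD. The largest fall at 14 dpe was -6.55 (standard error 0.53), and the largest in the paper's list, chosen in the same way, is -5.80681. The fall here was -6.28 without background correction and -6.32 without replicate 1 of LPS against normal intestine, within that error of the paper's value, and the other alternatives were not. The probe was not well above background in either channel of 14 dpe, so its ratio is poorly defined and the difference from the paper's value carries little weight.

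Beyond these values, the paper's Table 7 gives unknown E as lower than normal at 7 dpe, while the 26 probes that match its primers had a median log2 ratio of 0.50, of which 7 were called higher. The median ran from 0.41 to 0.80 over the alternatives. Table 7 gives no significant change for unknown F at 7 dpe, where 2 of its 4 probes were called higher at an adjusted p under 0.01 here, with a median of 0.91. The 3 direct arrays ran from -0.17 to 1.24, so they did not all have the same sign. Table 11 places contig U-5242 in cluster B, and its only matched probe fell here in cluster 1, which has the highest mean at 3 dpe as described for cluster A. For unknown E, unknown F and U-5242, Table 11 lists more probes than the primers matched. The matched probes are thus a part of those the paper had for each, and the other probes could differ. The legend of Fig. 5 places the RT-PCR peak of that contig at 7 dpe, while its array ratio was 3.48 at 3 dpe and 2.78 at 7 dpe, a difference that was not called (adjusted p = 0.163 from limma).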

Other observations

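The tests on large falls and rises were chosen after the result was seen, and the other tests of this part before theirs, although the one on the LPS and normal channels alone was chosen after the number of probes changed after LPS and the wider assignments had been seen.

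Fewer probes changed at 14 dpe than at 3 dpe against normal intestine, 2435 against 8952, and the number at 14 dpe was the smaller under each alternative that gave both. The probes changed at 14 dpe against Normal were 1555 without replicate 1 of 14 against 7 dpe and 998 without replicate 2. Lower precision was tested by estimating both stages through 7 dpe on 5 arrays. This gave 1933 probes at 3 dpe and 718 at 14 dpe, a ratio of 2.69, with 6855 and 4520 at an unadjusted p under 0.05. The lower precision is argued against as the whole cause, although it lowered the number at 3 dpe from 8952 to 1933. A return towards normal was tested on 6668 probes that had changed at 3 dpe, chosen on the arrays with neither 7 nor 14 dpe in a channel, which make 6 columns with the technical repeat averaged. Their log2 ratio of 14 to 7 dpe, signed by the change at 3 dpe, had a median of -0.21, with -0.20 on replicate 1 and -0.23 on replicate 2. For the 425 of them that had fallen at least 8-fold the median ratio of 14 to 7 dpe was 2.50 on replicate 1 and 0.99 on replicate 2, and for the 193 that had risen at least 8-fold -1.38 and -0.23. Expression may thus have moved part of the way back by 14 dpe. Both 14-dpe arrays lie on slide 2 and the sharing of 7-dpe pools is unknown, so that this remains a hypothesis.

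The array labelled a technical repeat of LPS against normal intestine resembled its partner of the same dye orientation only weakly, with an r of 0.170 across probes. Spot noise is argued against, because probes of identical sequence had an r of 0.983 on this array. A wrong label stays open. The array's own label ranked 8 among 20 ordered pairs of groups, with an r of 0.138, and the best pair, 7 dpe over 3 dpe, reached 0.280, which is below the r of every other array with its own label (0.530 or more). A gene-specific dye effect that differs between the slides stays open too, since the repeat and its partner are on different slides. The residuals of arrays on the same slide, turned to the same dye, had a mean r of 0.268 and those of arrays on different slides 0.0529. After the part that the fit itself gives was taken off, the difference was 0.169 (one-sided permutation test over 10000 permutations of the slides, p = 0.0016). Tested by slide in limma, the dye effect was called in 4 probes on slide 1 and 1380 on slide 2, and its difference between the slides in 19. The slide tests kept the repeat as a column of its own, so the array to be explained enters them. Replicates 1 and 2 of each comparison also share a slide, so slide and comparison are not separated. The array may carry a dye effect of its slide, a wrong pool or both, and these tests do not decide between them. No biological explanation was tested, since a technical repeat has none by design. Leaving it out gave 95 probes changed after LPS in place of 77, while leaving out 1 of 4 other arrays gave 46 (replicate 1 of LPS against normal intestine), 32 (replicate 2), 48 (replicate 1 of 7 dpe against LPS) and 44 (replicate 2 of 3 dpe against LPS).

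Falls of 8-fold or more outnumbered rises of that size at 3 dpe, 424 to 204, a ratio of 2.08. The background correction and its offset are argued against as the cause, since over 4 background treatments the ratio stayed at 1.58 or higher, the lowest with the processed signals of Feature Extraction, which carry their own dye normalization. The within-array normalization stays open, since the ratio was 1.41 with median centring and 0.747 with none. A loess curve may shift strongly changed probes where rises and falls differ in brightness. Loss of transcripts of the differentiated intestine, as a biological explanation, was not tested.

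For 5 results of the fit, the groups were assigned to the array channels anew in 100 ways, the real one included. The real assignment was the only 1 of the 100 to give as many probes changed at 3 dpe, at 7 dpe and after LPS against normal intestine and at 7 against 3 dpe, and as high a percentage changed in at least 1 stage. Most of the other assignments also mix regenerating with control channels, which puts their large differences into the residuals and lowers the numbers, so this alone does not exclude chance. For LPS the labels were therefore also moved among the LPS and normal channels alone, in 100 of the 504 possible ways with the real one included. The real assignment was again the only 1 to give as many probes, 77 against 22 at most in the others, with 2086 at an unadjusted p under 0.05 in limma against a median of 482. A random assignment of channels is argued against for LPS by this count. The channels were moved as if independent, and the labels do not say whether pools were shared between arrays. A chance difference between shared pools is therefore not excluded. The number itself depends on single arrays, as given above.

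The labels of the arrays were compared with their data by the correlation across probes of each array's log2 ratios with the ratios predicted from the other arrays for 20 ordered pairs of groups. The label of 14 of the 16 arrays ranked first. Replicate 1 of 14 against 7 dpe ranked second, with an r of 0.641 for its label and 0.655 for the pair of 7 dpe and LPS.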
